# Nuclear receptor NR4A is required for patterning at the ends of the planarian anterior-posterior axis

**DOI:** 10.7554/eLife.42015

**Published:** 2019-04-26

**Authors:** Dayan J Li, Conor L McMann, Peter W Reddien

**Keywords:** NR4A, patterning, regeneration, AP axis, positional information, organizer, Planarian

## Abstract

Positional information is fundamental to animal regeneration and tissue turnover. In planarians, muscle cells express signaling molecules to promote positional identity. At the ends of the anterior-posterior (AP) axis, positional identity is determined by anterior and posterior poles, which are putative organizers. We identified a gene, *nr4A*, that is required for anterior- and posterior-pole localization to axis extremes. *nr4A* encodes a nuclear receptor expressed predominantly in planarian muscle, including strongly at AP-axis ends and the poles. *nr4A* RNAi causes patterning gene expression domains to retract from head and tail tips, and ectopic anterior and posterior anatomy (e.g., eyes) to iteratively appear more internally. Our study reveals a novel patterning phenotype, in which pattern-organizing cells (poles) shift from their normal locations (axis extremes), triggering abnormal tissue pattern that fails to reach equilibrium. We propose that *nr4A* promotes pattern at planarian AP axis ends through restriction of patterning gene expression domains.

## eLife digest

Many animals are able to regenerate tissue that has been lost through illness or injury. Flatworms called planarians have long been used to study tissue regeneration because of their remarkable ability to completely regenerate their whole body from small pieces of tissue. Furthermore, the stem cells of adult planarians continually produce new cells to replace dying cells in a process called tissue turnover.

For regeneration and tissue turnover to be successful, it is important for the new cells to form in the right location in the body; for example, new eye cells need to form in the head. Genes known as position control genes are active in muscle at specific locations along the body of a flatworm to regulate both regeneration and tissue turnover. However, it was not clear how these genes coordinate with stem cells to produce new cells in the correct positions in the body.

Li et al. examined the effects of a gene known as *nr4A* that is particularly active in muscle at the head and tail ends of planarians. Using a technique called RNA interference to decrease the activity of *nr4A* in planarians disrupted the patterns of tissues at each end of the flatworms. Over time, the activity of the position control genes also became restricted to locations progressively farther away from the head and tail. As a result, cells that were intended to replace tissues in the head or tail were deposited increasingly far away from these locations. For example, new eyes formed repeatedly in the planarians, with each set farther away from the head tip than the last. Li et al. propose that these disruptions of normal tissue patterning ensue because the cells that organize such patterns at the ends of the planarian (the poles) are themselves misplaced within the existing body pattern.

The *nr4A* gene can be found in a wide range of animal species. Understanding how this gene affects tissue patterns in planarians could therefore also help researchers to discover how adult tissue patterns form and are maintained in animals more generally.

## Introduction

Metazoans display a large diversity of developmental modes and adult forms. Processes that govern the generation of form, collectively known as patterning, act to regulate cell identity, location, and number (Wolpert, 1969). The mechanisms by which pattern is established and maintained in adult tissues, however, are poorly understood. Planarians are freshwater flatworms capable of remarkable feats of whole-body regeneration and offer the opportunity, as a model system, to generate important insights into the molecular and cellular mechanisms that can generate and maintain adult tissue pattern.

The planarian anterior-posterior (AP) axis has been a target for study of positional information in adult biology. RNA interference (RNAi) approaches have identified genes with regionalized expression domains that are important in AP patterning (Forsthoefel and Newmark, 2009; Adell et al., 2010; Reddien, 2011). Genes with such constitutive regionalized expression and association with pathways with planarian patterning roles are called position control genes or PCGs (Witchley et al., 2013; Scimone et al., 2016; Fincher et al., 2018). PCGs are predominantly expressed in planarian muscle (Witchley et al., 2013; Scimone et al., 2016; Fincher et al., 2018; Scimone et al., 2018). A number of PCGs encode evolutionarily conserved signaling proteins, such as members of the FGFRL family and Wnt/ß-catenin pathway components (Reddien, 2011). For example, inhibition of the *FGFRL* gene *ndl-3* and the *Wnt* gene *wntP-2* led to the formation of ectopic mouths and pharynges in the trunk (Lander and Petersen, 2016; Scimone et al., 2016). These findings support a model in which planarian muscle serves as a source of positional information that patterns surrounding tissues, for instance by influencing the specification of resident stem cells called neoblasts and/or the localization of the specified progeny cells of neoblasts (Reddien, 2011; Witchley et al., 2013; Scimone et al., 2017; Wurtzel et al., 2017; Atabay et al., 2018; Hill and Petersen, 2018).

Some PCGs are expressed in small groups of cells at the extreme ends of the primary axis called the anterior and posterior poles. Organizers, commonly studied in embryogenesis, are groups of cells that influence the fate of their neighboring cells for the production of tissue pattern (Spemann and Mangold, 1924; Lemaire and Kodjabachian, 1996; De Robertis et al., 2000). Planarian poles function as putative organizers in planarian head and tail patterning (Scimone et al., 2014; Vogg et al., 2014; Owlarn and Bartscherer, 2016; Oderberg et al., 2017; Reddien, 2018). The anterior pole expresses *notum*, which encodes a Wnt inhibitory protein (Petersen and Reddien, 2011), the transcription factor (TF)-encoding genes *foxD*, *zic-1, islet, pitx* (Hayashi et al., 2011; Currie and Pearson, 2013; März et al., 2013; Scimone et al., 2014; Vásquez-Doorman and Petersen, 2014; Vogg et al., 2014), and *follistatin*, which encodes an Activin-inhibitory protein (Gaviño et al., 2013; Roberts-Galbraith and Newmark, 2013). The posterior pole expresses *wnt1* (Petersen and Reddien, 2008), the TF-encoding genes *islet1* (Hayashi et al., 2011; März et al., 2013) and *pitx* (Currie and Pearson, 2013; März et al., 2013), and *wnt11-2* (Adell et al., 2009; Gurley et al., 2010). Ablation of the anterior pole through inhibition of pole-specifying genes resulted in head patterning defects, including cyclopia and fused brain lobes (Felix and Aboobaker, 2010; Blassberg et al., 2013; Chen et al., 2013; Currie and Pearson, 2013; März et al., 2013; Scimone et al., 2014; Vásquez-Doorman and Petersen, 2014; Vogg et al., 2014). Ablation of the posterior pole or inhibition of posterior-pole PCGs resulted in tail-patterning defects, such as stunted tails and fused ventral nerve cords (Petersen and Reddien, 2009; Adell et al., 2009; Gurley et al., 2010; Hayashi et al., 2011; Currie and Pearson, 2013; März et al., 2013).

We used tissue-fragment and single-cell RNA sequencing to determine the anterior- and posterior-pole transcriptomes, respectively, and expanded the known repertoire of genes with enriched expression in these putative organizers. Inhibition of identified genes uncovered a novel patterning role for the gene *nr4A*, which encodes a planarian ortholog of the broadly conserved NR4A nuclear receptor. *nr4A* is expressed broadly in muscle, including strongly in both poles and other muscle cells at the ends of the AP axis. *nr4A* inhibition results in a novel patterning abnormality in which PCG expression domains shift away from the head and tail tips, followed by similar shifts in differentiated tissues during homeostatic turnover in uninjured animals. The *nr4A* phenotype represents a patterning abnormality in which a stable anatomical pattern is not reached and instead iterative duplication of tissues continues to occur. This phenotype reveals how homeostatic placement of pattern-generating cells at a correct location is essential for the maintenance of stable tissue pattern. We conclude NR4A is a transcription factor that helps regulate tissue pattern at both ends of the AP body axis.

## Results

### RNA sequencing identifies new genes expressed at the anterior and posterior poles

To comprehensively identify genes expressed in the planarian poles, we performed RNA sequencing of anterior and posterior poles from both uninjured animals and regenerating trunks 72 hr post amputation (hpa). To obtain the anterior-pole transcriptome, we surgically isolated anterior poles (Figure 1A). Differential gene expression analysis identified 203 genes with significantly higher (p_adj_ <0.05) expression in pole-containing pieces compared to flanking pieces from uninjured animals (Figure 1A, Supplementary file 1A). In the anterior blastema (an unpigmented outgrowth of differentiating tissue), 86 genes had pole-enriched expression (p_adj_ <0.05) (Figure 1A, Supplementary file 1B). 51 genes had enriched expression in the poles of both uninjured and regenerating animals and these included the previously published anterior-pole genes *foxD*, *notum*, *zic-1*, and *follistatin* (Figure 1A, Supplementary file 1A, B).

**Figure 1.**
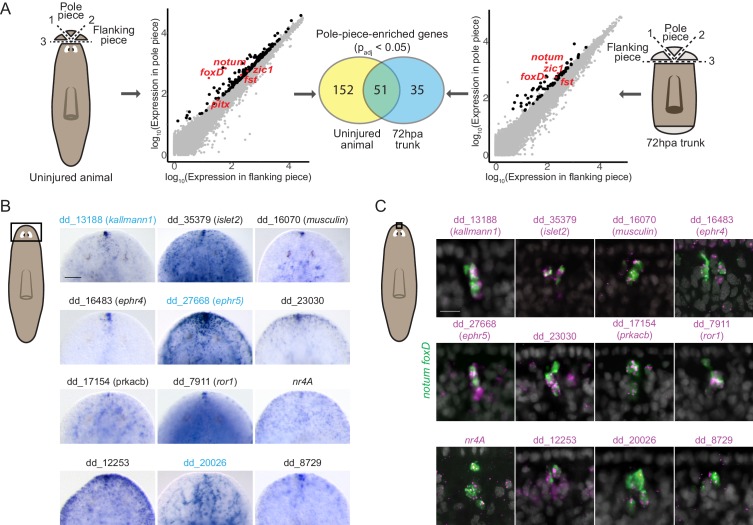
RNA sequencing of head-tip fragments identifies new anterior-pole-enriched genes. (**A**) Anterior pole bulk RNA sequencing: RNA sequencing of excised fragments containing the anterior pole (‘Pole piece’) and adjacent fragments without the pole (‘Flanking piece’) from uninjured animals and anterior blastemas of regenerating trunks 72 hr post amputation (72hpa) was performed (cartoons, dotted lines are cut planes, and dotted line numbers indicate cut sequence). Scatter plots show results from differential expression analysis, which identified genes with enriched expression (p_adj_ <0.05) in pole pieces compared to flanking pieces (black data points), including previously published anterior pole genes (red data points). Many genes with enriched expression were identified in both uninjured and 72hpa animals, as shown in the Venn diagram. (**B**) Head expression of anterior pole candidates from RNA sequencing by whole-mount in situ hybridization. Gene names, if present, represent best human BLAST hits; numerical names indicate the Smedv4.1 Dresden transcriptome assembly transcript number (See ‘Gene nomenclature’ in Materials and methods). Genes in blue were also expressed in the posterior-pole region (Figure 1—figure supplement 1). Area imaged is indicated by the box in the cartoon on the left. Scale bar represents 100 μm. (**C**) Co-expression of anterior pole gene candidates with pooled pole markers *notum* and *foxD* by fluorescence in situ hybridization. DAPI nuclear stain in gray. Area imaged is indicated by the box in the cartoon on the left. Scale bar represents 10 μm. Images are representative of results seen in at least four animals.

**Figure 1—figure supplement 1.**
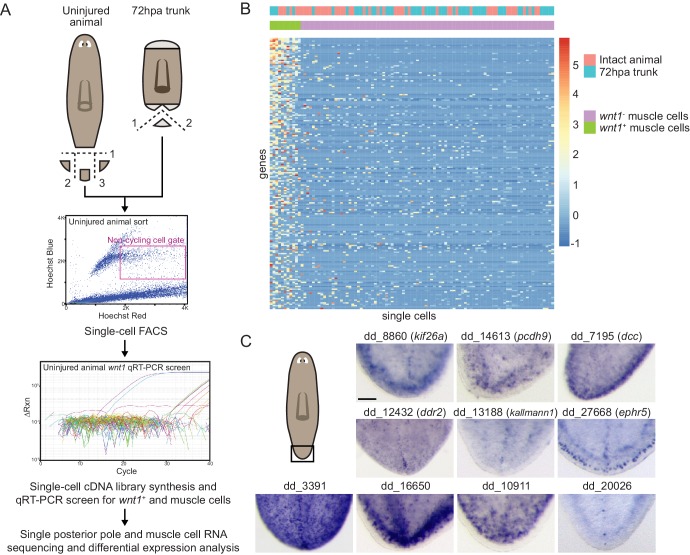
Single-cell RNA sequencing of tail tip fragments identifies new genes expressed in the posterior pole region. (**A**) Posterior pole single-cell RNA sequencing approach: Posterior-pole-containing fragments were excised from tail tips of uninjured animals and posterior blastemas of regenerating trunks 72 hr post amputation (hpa) (cartoons; dotted lines are cut planes, and dotted line numbers denote cut sequence). Excised fragments were dissociated and single cells were sorted (gate in magenta) onto 96-well plates via fluorescence activated cell sorting (FACS). cDNA libraries synthesized from single cells were screened by qRT-PCR for *wnt1* and *collagen* expression (qRT-PCR plot), sequenced, and analyzed for differential gene expression. (**B**) Heatmap of all 101 single cells sequenced (columns: 11 *wnt1*^+^; *collagen*^+^ posterior pole cells and 90 *wnt1*^-^; *collagen*^+^ muscle cells) was generated by clustering by normalized transcript counts of the genes (rows) differentially expressed in posterior pole cells over non-pole muscle cells (p<0.05) (**C**) Tail expression of posterior pole candidates by whole-mount in situ hybridization: Gene names represent best human BLAST; numerical names indicate the Smedv4.1 Dresden transcriptome assembly transcript number (See ‘Gene nomenclature’ in Materials and methods). Area imaged is indicated by the box in the cartoon on the left. Images are representative of results seen at least four animals. Scale bar represents 50 μm.

Because the posterior pole is diffuse, its excision contains substantial non-pole tissue. Therefore, we utilized single-cell RNA sequencing of cells from uninjured tail tips and from 72 hpa posterior blastemas to obtain the posterior-pole transcriptome (Figure 1—figure supplement 1A). We used qRT-PCR to identify FACS-isolated single cells expressing *wnt1* and the muscle marker *collagen* to identify pole cells (*wnt1*^+^; *collagen*^+^) and non-pole muscle cells (*wnt1*^-^; *collagen*^+^) (Figure 1—figure supplement 1A). From 768 cells, 11 posterior pole cells were identified (six from uninjured animals and five from blastemas); 90 non-pole muscle cells (43 from uninjured animals and 47 from blastemas) were used as controls (Figure 1—figure supplement 1B). Using single-cell differential expression (SCDE) analysis (Kharchenko et al., 2014), we identified 198 genes with significantly higher expression (p<0.05) in posterior-pole cells compared to non-pole posterior muscle cells (Figure 1—figure supplement 1B, Supplementary file 1C). *wnt1*, *pitx*, and *islet1* were in the top 16% of those 198 genes ranked by enrichment in posterior-pole cells (Supplementary file 1C).

We assessed the in vivo expression of 133 candidate anterior-pole genes and 96 candidate posterior pole genes by whole-mount in situ hybridization (WISH) and identified 12 new genes expressed in the anterior pole (Figure 1B) and 10 new genes expressed at the posterior pole (Figure 1—figure supplement 1C). The new pole genes included those encoding a predicted secreted factor (*kallmann1*), cell-surface receptors (*ror1, ephr4, ephr5, pcdh9, dcc, ddr2*), and transcription factors (*islet2, musculin, nr4A*) (Figure 1B, Figure 1—figure supplement 1C). Interestingly, some of these genes, such as *kallmann1*, *ephr5*, and dd_20026 were expressed in both anterior and posterior poles, identifying molecular similarity between these structures (Figure 1B, Figure 1—figure supplement 1C, Supplementary file 1A-C). We confirmed the expression of the genes in anterior pole cells by their co-expression with the anterior pole markers *notum* and *foxD* (Figure 1C).

### *nr4A* is required for head and tail patterning

We utilized RNAi to determine the functions of new pole genes and identified a novel phenotype following inhibition of the gene *nr4A. nr4A* encodes the *S. mediterranea* homolog to proteins of the NR4A nuclear receptor family, which are found broadly in metazoans (Bridgham et al., 2010; Escriva et al., 2004) (Figure 2—figure supplement 1). RNAi of *nr4A* resulted in the progressive formation of posterior ectopic eyes in uninjured animals (Figure 2A). After initiation of *nr4A* RNAi, the distance between the original eyes and the head tip progressively decreased. By 6 weeks of *nr4A* RNAi, an additional eye pair emerged just posterior to the original eyes. As time progressed, the original and second eye pairs became closer to the head tip and decreased in size. A third eye pair, posterior to the second eye pair then appeared, resulting in animals with six eyes. This iterative process continued with ongoing *nr4A* inhibition, generating animals with as many as 10 eyes after 16 weeks of RNAi.

**Figure 2.**
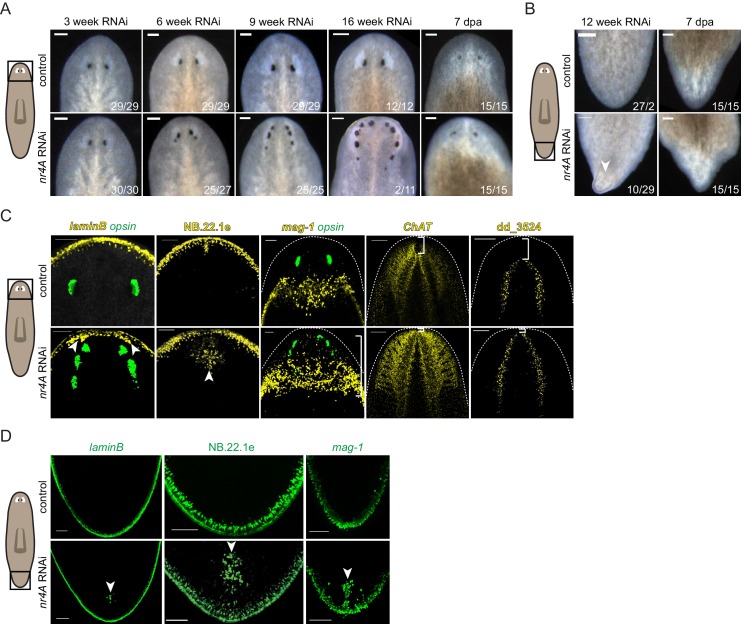
*nr4A* RNAi leads to head and tail patterning defects. (**A**) Images of the heads of live animals at different time points during control and *nr4A* RNAi. Progressive development of posterior ectopic eyes and complete head regeneration at 7 days post amputation (seven dpa) were observed in *nr4A* RNAi. Proportions indicate numbers of animals with phenotype shown over total number of animals. Scale bars represent 150 μm. (**B**) Images of the tails of live animals at 12 weeks of RNAi. Development of an outgrowth at the tail tip and complete tail regeneration without an outgrowth at seven dpa were observed in *nr4A* RNAi. Scale bars represent 150 μm. (**C**) Differentiated tissue marker expression in the head of 9 week RNAi animals by FISH. Ectopic differentiated tissue marker expression is indicated by arrow heads; posteriorly expanded *mag-1*^+^ cells and head tip loss are indicated with brackets. Dotted white lines indicate anterior borders of the heads. Scale bars for images with *laminB*, NB.22.1e, and *mag-1* represent 100 μm; scale bar for images with *ChAT* and dd_3524 represent 200 μm. (**D**) FISH with differentiated tissue markers showed ectopic marker expression in the tails of 9 week *nr4A(RNAi)* animals (arrow heads) compared to 9 week control animals. Scale bars represent 100 μm. Areas imaged are indicated by the box in the cartoons on the left for all panels. Fluorescence images are maximum intensity projections. All images are representative of results seen in at least four animals.

**Figure 2—figure supplement 1.**
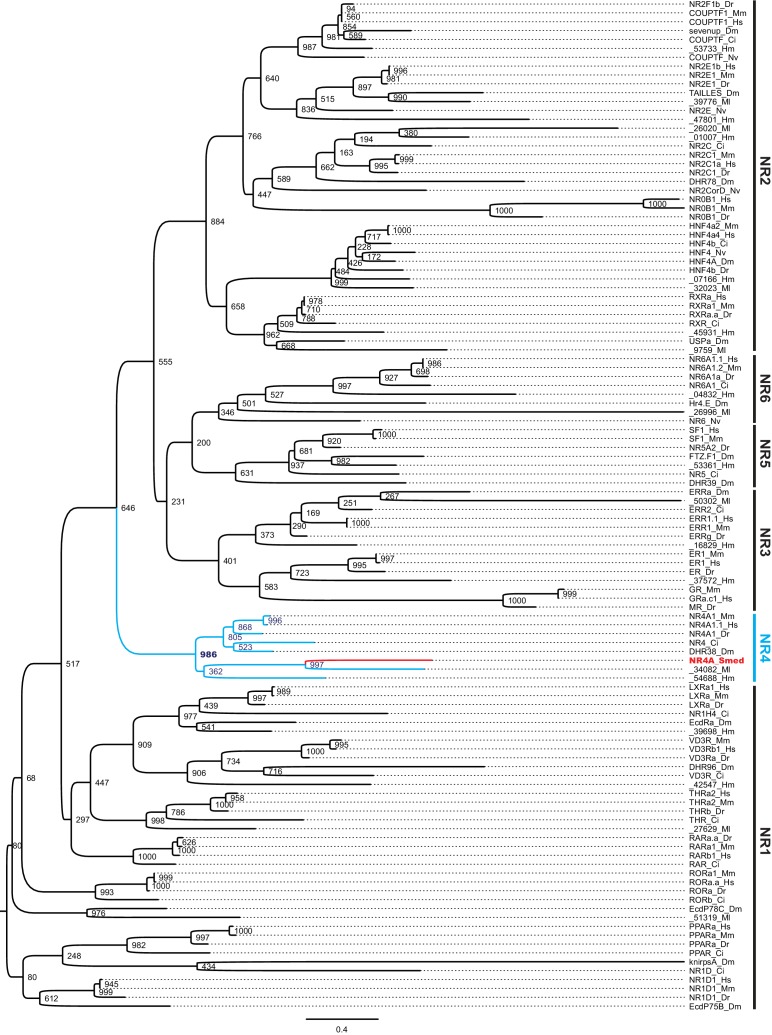
Phylogenetic analysis of *Schmidtea mediterranea* NR4A. Tree showing the protein sequence of the translated *Schmidtea mediterranea nr4A* mRNA (NR4A_Smed) along with representative protein sequences from each of the six nuclear receptor subfamilies annotated on the right from *Homo sapiens* (Hs), *Mus musculus* (Mm), *Danio rerio* (Dr), *Ciona intestinalis* (Ci), *Drosophila melanogaster* (Dm), *Macrostomum lignano* (Ml), *Nematostella vectensis* (Nv), and *Hofstenia miamia* (Hm). Numbers at the nodes denote the number of trees consistent with branch placements at those nodes from 1000 bootstrap replicates. The blue-colored clade denotes the NR4A subfamily, with the red-colored branch denoting the *Schmidtea mediterranea* NR4A.

**Figure 2—figure supplement 2.**
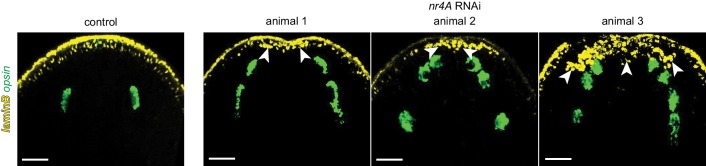
*nr4A* RNAi leads to the appearance of ectopic *laminB*^+^ cells posterior to the dorsal-ventral (DV) boundary of the head tip. *laminB* and *opsin* expression by FISH. *nr4A* was inhibited for 9 weeks in *nr4A(RNAi)* animals 1 and 2, and for 11 weeks in *nr4A(RNAi)* animal 3. Scale bars represent 100 μm. Images are maximum intensity projections.

By 12 weeks of *nr4A* RNAi, uninjured animals developed dorsal outgrowths at their tail tips, suggesting that *nr4A* influences both head and tail tip pattern (Figure 2B). After transverse amputation of heads and tails, *nr4A(RNAi)* trunk fragments were capable of regenerating heads with normal eye number and tails without outgrowths (Figure 2A,B), indicating that the *nr4A* phenotype is most readily apparent during tissue turnover associated with maintenance of anatomical pattern.

Using tissue-specific RNA probes and fluorescence in situ hybridization (FISH), we detected patterning abnormalities of multiple differentiated tissues in both the head and the tail of 9 week *nr4A(RNAi)* animals. In addition to ectopic eyes, labeled by an RNA probe to *opsin*, the heads of *nr4A(RNAi)* animals developed internal (along the AP axis) ectopic foci of epidermal cells normally restricted to the animal periphery at the dorsal-ventral (DV)-median plane (*laminB*^+^ and NB.22.1e^+^ cells) (Figure 2C, Figure 2—figure supplement 2). Marginal adhesive gland cells (*mag-1^+^*) are normally present in a prepharyngeal domain posterior to the eyes and along the body margin posteriorly from this zone (Zayas et al., 2010) (Figure 2C). The distance from the original eyes to the posterior end of the *mag-1^+^* domain was significantly greater in *nr4A(RNAi)* animals than in control animals (Figure 2C, Supplementary file 1D). FISH with neural markers *ChAT* and dd_3524, which are expressed in the inverted ‘U’-shaped cephalic ganglia, showed a loss of the head region between the apex of the head and the anterior aspect of the brain following *nr4A* RNAi (Figure 2C). This phenotype is consistent with the shortening of the distance between the original eyes and the apex of the head, and the iterative appearance of ectopic posterior eyes with time. These results suggest that *nr4A* inhibition causes a loss of head tip pattern involving shortening of the distance between the anterior end of differentiated tissues and the head tip and posterior expansion of anteriorly restricted tissues.

Similar to the changes we observed in the head, ectopic foci of DV boundary epidermal cells (*laminB*^+^ and NB.22.1e^+^) appeared internally (along the AP axis) in the tails of *nr4A(RNAi)* animals (Figure 2D). The secretory *mag-1*^+^ cells normally restricted to the body margin around the tail periphery also appeared internally along the midline of tails following *nr4A* RNAi (Figure 2D), resulting in aberrant tail-tip patterning. These internally mis-localized tissues indicate a similarity between the defects at the anterior and posterior extremities. The mislocalization of differentiated tissues in *nr4A(RNAi)* animals demonstrates that *nr4A* activity is required for normal restriction of tissues to their proper domains at both extreme ends of the AP axis.

### *nr4A* inhibition causes shifts in multiple anterior-posterior PCG expression domains

The patterning defects in *nr4A(RNAi)* animals led us to examine the expression of patterning genes (PCGs) in these animals. The expression of several genes like *ndl-4*, *sFRP-1*, *notum*, and *foxD* at the anterior end of the AP axis defines the head extremity (Figure 3A). In uninjured *nr4A(RNAi)* animals analyzed at 9 weeks of RNAi, these expression domains were retracted from the head tip and expanded posteriorly (Figure 3A, Figure 3—figure supplement 1, Supplementary file 1D). *foxD*^+^; *notum*^+^ anterior pole cells were no longer present in a cluster at the head tip, but instead were found scattered between the eyes (Figure 3A).

**Figure 3.**
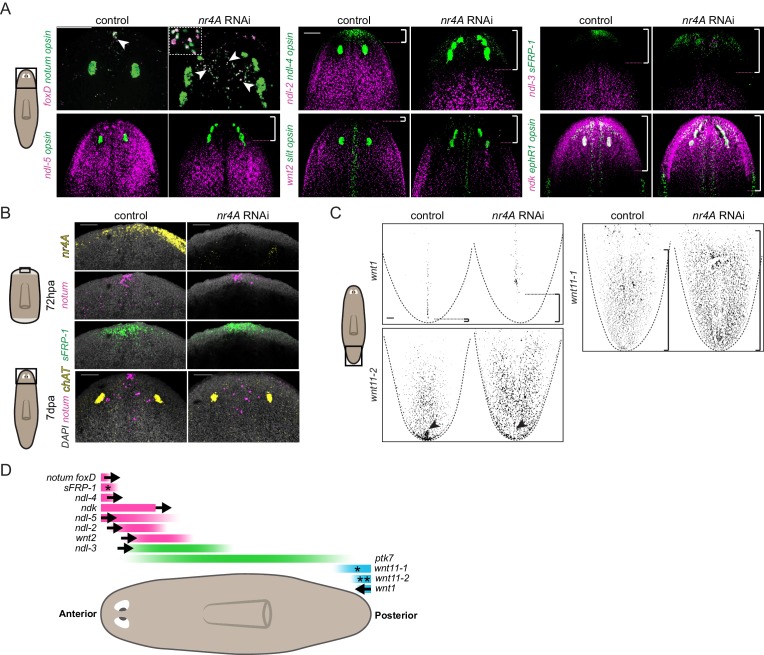
*nr4A* maintains PCG expression at the head and tail tips. (**A**) Eye marker *opsin* and head PCG expression by FISH in control and *nr4A(RNAi)* animals at 9 weeks of RNAi. Inset shows a magnified view of ectopic *notum*^+^; *foxD*^+^ anterior pole cells in *nr4A(RNAi)* animal. Scale bars represent 200 μm. (**B**) Anterior pole regeneration at the anterior blastema at 72 hr post amputation (72hpa) and 7 days post amputation (7dpa) by FISH. DAPI nuclear stain in gray. Scale bars represent 100 μm. (**C**) Tail PCG expression by FISH in control and *nr4A(RNAi)* animals at 9 weeks of RNAi. Scale bar represents 100 μm. (**D**) Diagram summarizing PCG domain shifts in *nr4A* RNAi. Statistically significant shifts of anterior or posterior PCG boundaries in the direction of the arrows are shown. A single asterisk denotes statistically significant area change without significant domain boundary shift. Double asterisks in *wnt11-2* domain denote the disappearance of its posterior-most expression cluster in *nr4A* RNAi. Quantification of PCG expression domain changes is included in Figure 3—figure supplement 1 and Supplementary file 1D. Area imaged is indicated by the box in the cartoon on the left for all panels. Images are maximum intensity projections. All images are representative of results seen in at least four animals.

**Figure 3—figure supplement 1.**
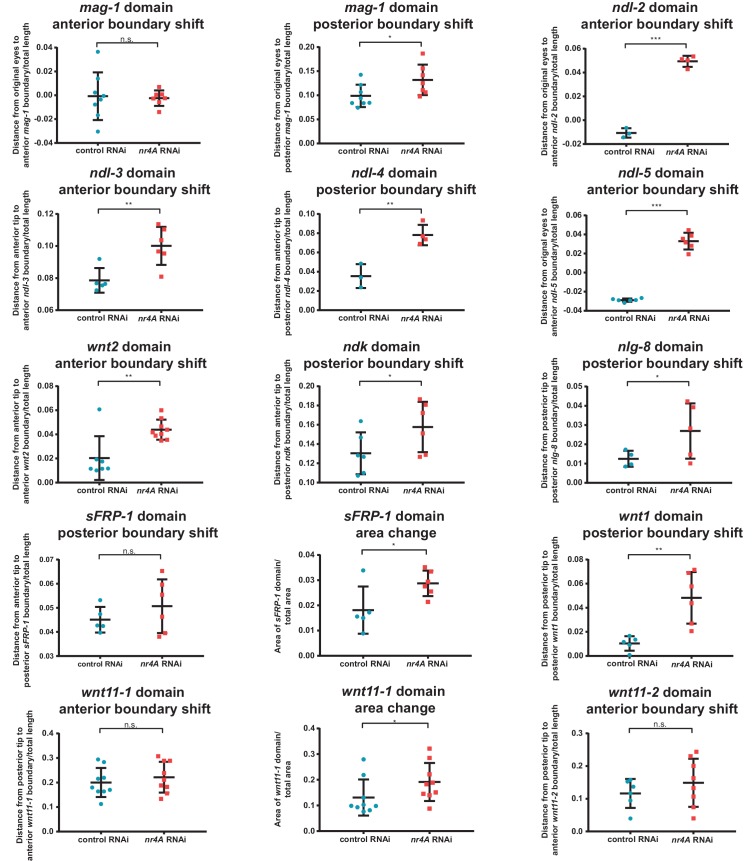
Quantification of shifts in PCG and *mag-1* expression domains in *nr4A* RNAi. Graphical representations of quantifications of shifts in PCG and *mag-1* expression boundaries relative to the anterior tip, eyes, or posterior tips of animals at 9 weeks of *nr4A* RNAi and control RNAi (Supplementary file 1D). Statistical comparisons were done using one-tailed Welch’s *t*-tests. Distances were normalized to total animal length. The boundaries of *sFRP-1* and *wnt11-1* expression domains were not significantly shifted in *nr4A* RNAi compared to those in control, but their expression domain areas (normalized to total animal area) were significantly greater in *nr4A* RNAi than in control. n.s. = not significant at a level of 0.05. *=p < 0.05, **=p < 0.01, ***=p < 0.001.

**Figure 3—figure supplement 2.**
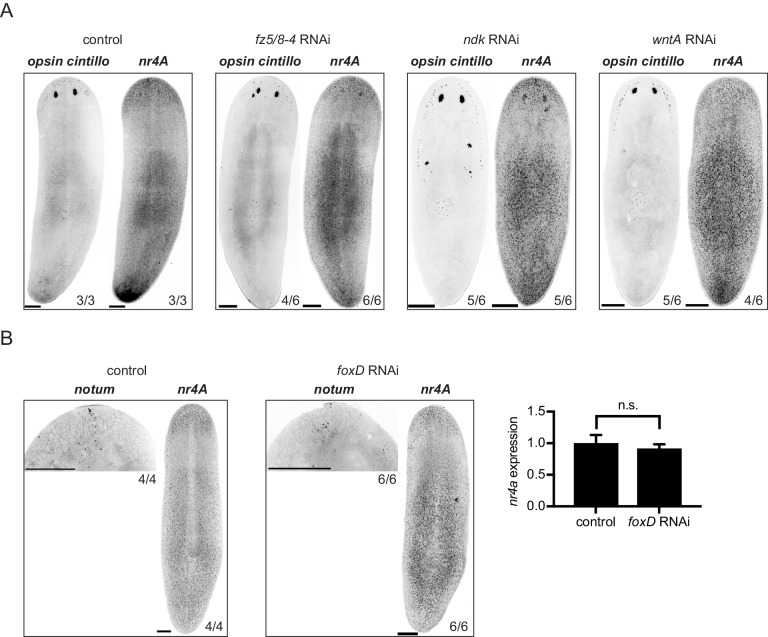
*nr4A* expression is independent of anterior PCGs. (**A**) *nr4A*, *opsin*, and *cintillo* expression by FISH in control, *fz5/8-4*, *ndk*, and *wntA(RNAi)* animals. (**B**) *nr4A* and *notum* expression in control and *foxD(RNAi)* animals by FISH. qPCR quantification of *nr4A* expression in the same batch of animals as those analyzed by FISH is shown on the right. Statistical comparison was performed with two-tailed Welch’s *t*-test. n.s. = not significant at a level of 0.05. Proportions indicate fraction of animals analyzed with phenotype shown. Images are maximum intensity projections. Scale bars represent 200 μm.

**Figure 3—figure supplement 3.**
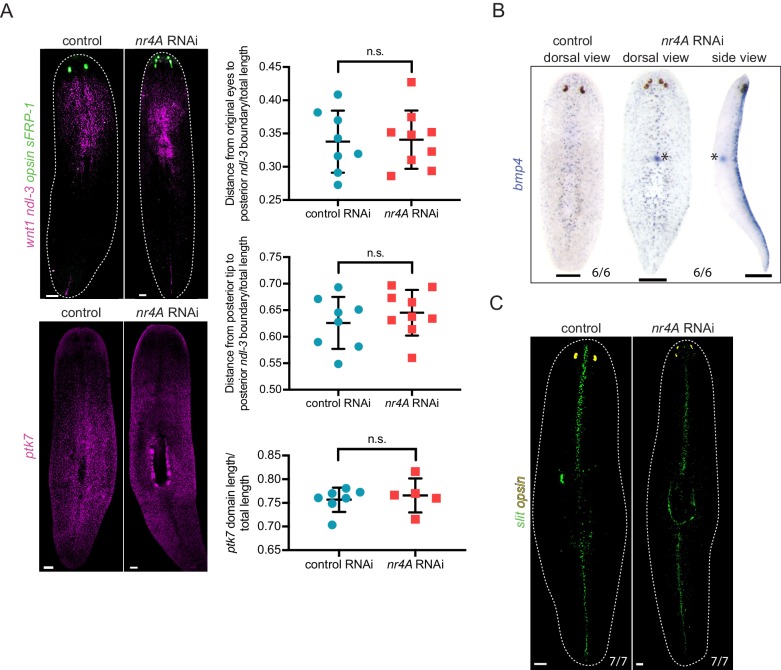
Mid-body, DV, and midline pattern are largely intact in *nr4A* RNAi. (**A**) *ndl-3* and *ptk7* expression by FISH in control and *nr4A(RNAi)* animals, and quantifications of their domain boundaries. *ptk7* domain length was defined by the distance between its anterior and posterior boundaries. All measurements were normalized by animal length. Statistical comparisons were done using one-tailed Welch’s *t*-tests (Supplementary file 1D). n.s. = not significant at a level of 0.05. Scale bar represents 200 μm. (**B**) *bmp4* expression pattern by colorimetric ISH in control and *nr4A(RNAi)* animals. There was no ventral ectopic *bmp4* expression in *nr4A* RNAi (side view). *bmp4* expression in the esophagus (asterisk) was increased in *nr4A(RNAi)* animals compared to control animals. Proportions indicate fraction of animals analyzed with phenotype shown. Scale bar represents 200 μm. (**C**) *slit* expression by FISH in control and *nr4A(RNAi)* animals. Proportions indicate fraction of animals analyzed with phenotype as shown. Scale bar represents 200 μm. Fluorescence images are maximum intensity projections. All Images are representative of results seen in at least four animals.

Similar to the anterior pole domain, the expression domains of PCGs that are broadly expressed in the head and pre-pharyngeal regions, *ndl-2*, *ndl-5*, *ndl-3*, and *wnt2*, were also shifted. Specifically, the anterior boundary of their expression domains was shifted posteriorly from the head tip following *nr4A* RNAi (Figure 3A, Figure 3—figure supplement 1, Supplementary file 1D). When considered relative to an anatomical landmark - the original eyes - the anterior boundaries of *ndl-2* and *ndl-5* expression domains, for example, were significantly shifted more posteriorly compared to those in control animals (Figure 3A, Figure 3—figure supplement 1, Supplementary file 1D). *ndk* expression was not excluded from the head tip in *nr4A(RNAi)* animals, but was also expanded more posteriorly (Figure 3A, Figure 3—figure supplement 1, Supplementary file 1D). Whereas *nr4A* RNAi impacted the expression of many head PCGs, inhibition of head PCGs *fz5/8-4*, *ndk*, *wntA*, and *foxD*, which are required for anterior patterning (Cebrià et al., 2002; Scimone et al., 2014; Vogg et al., 2014; Scimone et al., 2016), did not lead to detectable *nr4A* expression changes (Figure 3—figure supplement 2). Amputated *nr4A(RNAi)* animals were able to regenerate anterior poles by 72hpa (Figure 3B). However, at 7 days post amputation (7dpa) the anterior-pole-cell cluster was absent from the head tip and instead was disorganized and shifted posteriorly (Figure 3B). This anterior-pole positioning phenotype is similar to the anterior-pole phenotype we observed in uninjured *nr4A* RNAi (Figure 3A).

In the posterior, *wnt1* is normally expressed linearly along the midline of the tail tip (the posterior pole). At 9 weeks post-initiation of *nr4A* RNAi, the posterior-most expression domain of *wnt1* was absent, leaving a gap between the tip of the tail and *wnt1* expression (Figure 3C, Figure 3—figure supplement 1, Supplementary file 1D). Furthermore, the localized expression of *wnt11-2* at the tail tip was also abrogated by *nr4A* RNAi (Figure 3C, Supplementary file 1D). We also observed an increase in the area of *wnt11-1* expression in the tails of *nr4A(RNAi)* animals (Figure 3C, Figure 3—figure supplement 1, Supplementary file 1D).

In the midbody region, *nr4A* RNAi did not significantly affect PCG expression domains. Specifically, the location of the posterior boundaries of the expression domains of *ndl-2*, *ndl-3*, *ndl-5*, and *wnt2* were normal compared to the control (Figure 3—figure supplement 3A, Supplementary file 1D), despite the anterior boundaries of their expression domains being shifted (Figure 3A, Figure 3—figure supplement 1, Supplementary file 1D). Additionally, the length of *ptk7* expression domain, defined by the distance between its anterior and posterior boundaries in the midbody, was not significantly altered by *nr4A* RNAi (Figure 3—figure supplement 3A, Supplementary file 1D).

We also examined PCG expression pattern on the DV and medial-lateral axes of *nr4A(RNAi)* animals. The dorsal-specific expression of *bmp4* was largely intact in *nr4A(RNAi)* animals, with an increase in its expression in the esophagus compared with its expression in control animals (Figure 3—figure supplement 3B). There was no ectopic ventral *bmp4* expression in *nr4A(RNAi)* animals (Figure 3—figure supplement 3B). The midline expression domains of *slit* and *ephR1* were broadened medial-laterally and were disorganized in the head of *nr4A(RNAi)* animals (Figure 3A). *slit* expression was also reduced in the tail of *nr4A(RNAi)* animals, but its midline expression in the rest of the body was comparable to that of control animals (Figure 3—figure supplement 3C). This suggests *nr4A* inhibition does not cause a gross midline-patterning defect, but rather disrupts *slit* expression specifically in the head and tail, likely associated with disruption in the pattern of anterior and posterior poles, which play important roles in midline specification and patterning (Hayashi et al., 2011; Currie and Pearson, 2013; März et al., 2013; Scimone et al., 2014; Vásquez-Doorman and Petersen, 2014; Vogg et al., 2014; Oderberg et al., 2017).

Taken together, our PCG expression analysis showed that *nr4A* inhibition causes anterior PCGs to shift posteriorly and posterior PCGs to shift anteriorly (Figure 3D) while largely sparing midbody, midline, and DV PCG expression domains outside of the head and tail ends.

### *nr4A* is expressed in muscle and is upregulated at both anterior- and posterior-facing wounds when pattern begins to be reestablished in regeneration

Planarian muscle cells have important roles in expressing positional information to control adult body pattern maintenance and regeneration (Witchley et al., 2013; Scimone et al., 2016; Scimone et al., 2017). Consistent with its role in patterning, *nr4A* was predominantly expressed in planarian muscle in both intact animals and regenerating blastemas (Figure 4A). A higher proportion of muscle cells expressed *nr4A* in the head and tail than in the pre-pharyngeal region (Figure 4B). Although its expression was enriched at the ends of the AP axis, including in the posterior pole (Figure 4C), *nr4A* was also expressed broadly in body-wall muscle (Figure 4A). Mapping *nr4A* expression onto single-cell expression data (Wurtzel et al., 2015) showed that *nr4A* was most highly expressed in muscle cells, with some expression in neoblasts (Figure 4D). By using a single-cell sequencing dataset of different muscle cell subtypes (Scimone et al., 2018), we found that *nr4A* was expressed in longitudinal, circular, and DV muscle fiber types, but not in intestinal muscle cells (Figure 4E, Figure 4—figure supplement 1). Similarly, SCDE analysis of *nr4A*-expressing muscle cells using large-scale single-cell RNA sequencing data (Fincher et al., 2018) showed no enrichment for fiber-specific transcripts (Supplementary file 1E). During regeneration, *nr4A* expression was upregulated by 48 hpa and increased in level at 72 hpa at both anterior- and posterior-facing wound sites (Figure 4F,G). This expression time-course behavior in regeneration was similar to that of many anterior and posterior PCGs (Wenemoser et al., 2012; Wurtzel et al., 2015) (Figure 4G). However, unlike canonical muscle-expressed pattering factors, *nr4A* was upregulated at both anterior- and posterior-facing wounds – having both anterior- and posterior-PCG-like expression dynamics during regeneration (Figure 4G).

**Figure 4.**
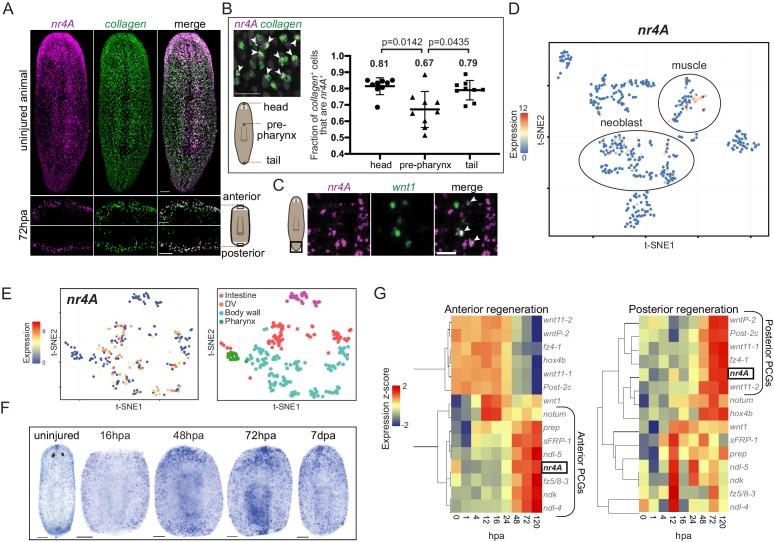
Planarian *nr4A* is expressed in muscle. (**A**) *nr4A* and *collagen* expression and co-expression in body-wall muscle cells in uninjured animals (top) and anterior and posterior bastema 72 hr post amputation (72hpa, bottom) by FISH. Blastema areas imaged are indicated by the boxes in the cartoon on the right. Uninjured image scale bar represents 100 μm. 72hpa image scale bar represents 50 μm. (**B**) Quantification of proportion of *collagen*^+^ muscle cells that expressed *nr4A* by FISH in the head, pre-pharynx, and tail (Figure 4—source data 1), with a representative image showing *collagen* and *nr4A* double-positive cells (arrow heads). Numbers on the plot indicate mean proportions for each region. Statistical comparisons were done using Brown-Forsythe and Welch ANOVA tests with Dunnett’s T3 multiple comparisons test. Scale bar represents 25 μm. (**C**) *nr4A* and *wnt1* expression and co-expression (arrow heads) in the posterior pole in uninjured animals by FISH. Area imaged is indicated by the box in the cartoon on the left. Scale bar represents 10 μm. (**D**) *nr4A* expression in single-cell clusters. Expression of *nr4A* mapped on the t-distributed Stochastic Neighbor Embedding (t-SNE) plot of cell type clusters generated by Seurat (Wurtzel et al., 2015). Muscle and neoblast clusters are labeled. (**E**) *nr4A* expression in muscle cell clusters (left) generated from single-cell RNA sequencing data in Scimone et al. (2018); t-SNE representation of major muscle classes is on the right. (**F**) *nr4A* expression in uninjured animal and regenerating trunks at 16 hr post amputation (16hpa), 48hpa, 72 hpa, and 7 days post amputation (7dpa) by whole-mount in situ hybridization. All images are representative of results seen in at least four animals. (**G**) *nr4A* expression levels during anterior and posterior regeneration compared with PCG expression levels. Heat maps were generated with normalized expression levels (expression z-score) of *nr4A* and anterior and posterior PCGs during head (anterior) and tail (posterior) regeneration using previously published data (Wurtzel et al., 2015), and clustered by their trend of expression from 0 to 120 hr post amputation (hpa) with Spearman's correlation. *nr4A* clusters with anterior PCGs during anterior regeneration and posterior PCGs during posterior regeneration. 10.7554/eLife.42015.014Figure 4—source data 1.Quantification of proportion of *collagen*^+^ muscle cells that express *nr4A* in head, pre-pharynx, and tail of uninjured animals.

**Figure 4—figure supplement 1.**
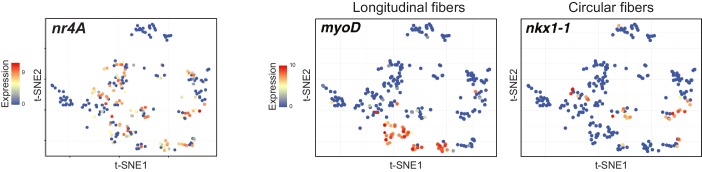
Planarian *nr4A* is expressed broadly in body-wall muscle, including in longitudinal and circular muscle fibers. Mapping of *nr4A*, *nkx1-1*, and *myoD* expression in single-muscle-cell t-SNE plots generated in Scimone et al. (2018).

### *nr4A* regulates the expression of muscle-specific markers and head and tail PCGs

Because *nr4A* encodes a transcription factor, we reasoned transcriptional changes in the head and tail tips of *nr4A(RNAi)* animals, such as changes in muscle-expressed patterning genes, might precede and explain the patterning phenotype observed. 

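Animals were fed double-stranded RNA against *nr4A* or, as the control, against *unc-22* of *C. elegans*. The deposited RNA sequencing data cover 48 libraries: 3 per RNAi group for the head and 3 for the tail at each of 4 time points, with 6 animals pooled in each. The authors mapped the reads with bowtie to the dd_Smed_v4 transcriptome, a set of assembled contigs of *S. mediterranea*. They deposited the number of reads counted on each contig in each library, without normalization. Contigs are therefore the unit of every value, and no genome coordinates apply. The head table holds 26566 rows, 3 of which are not contigs but mitochondrial RNA, 5S ribosomal RNA and unidentified reads. These rows held between 12.4% and 18.8% of the counts of a head library and were left out. The tail table has no such rows and lists isoforms separately, with 38633 rows for 26562 contig IDs. Counts were summed over the rows of each contig number, which gave 26402 contigs in the head and 26401 in the tail. Between 13800550 and 27491137 reads per head library and between 13395084 and 42917781 per tail library lay on contigs. The 3 *nr4A(RNAi)* libraries of a tissue and week were compared with the 3 control libraries by edgeR's quasi-likelihood F test, with TMM normalization, edgeR's filter on low counts and Benjamini-Hochberg adjustment. This made 8 separate fits. A further fit per tissue took all 24 libraries with 8 group means and tested the mean of the 4 weekly differences. The spread between libraries differed between the comparisons. The common biological coefficient of variation was 12.6%, 4.73%, 14.9% and 27.5% in the head at 2, 3, 4 and 5 weeks, and 23.6%, 11.7%, 10.6% and 6.66% in the tail. Single libraries lay far from the other libraries of their group. This was counted on 10515 contigs with a mean above 3 on the log2 scale of CPM in both tissues. Replicate 2 of the *nr4A(RNAi)* heads was lower by more than 1 (log2) in 274 contigs at week 2 and in 328 at week 4, and replicate 1 in 439 at week 5. In the tail, this was so for 674 contigs in *nr4A(RNAi)* replicate 1 at week 2 and for 197 in control replicate 1 at week 3. Replicate 3 of the *nr4A(RNAi)* heads at week 5 was higher by more than 1 in 611 contigs, and *nr4A(RNAi)* tail replicates 1, 2 and 3 at week 2 in 346, 208 and 267. In each of the other libraries at most 97 contigs were that much higher, and at most 115 that much lower in the libraries not named as lower. The fits were tested on simulated counts drawn with the means, library sizes and spreads of the real libraries, in which 200 contigs had been changed by 1 on the log2 scale. A contig had the same spread in both RNAi groups, and contigs were drawn independently. The rates below therefore do not cover single libraries in which many contigs move together. In the head, the weekly test recovered 68.8% of the 192 changed contigs tested at week 2, 92.9% of 196 at week 3, 60.8% of 194 at week 4 and 20.2% of 193 at week 5. In the tail, it recovered 12.6% of 191 at week 2, 73.8% of 195 at week 3, 82.6% of 195 at week 4 and 85.7% of 196 at week 5. On the same simulated counts, DESeq2 recovered 58.5% in the head at week 5, with 71 false calls against 1 of edgeR, and 56.5% in the tail at week 2, with 56 false calls against 0.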

To identify such gene expression changes, we collected head and tail regions for RNA sequencing at several time points before gross anatomical changes could be detected: 2, 3, 4, and 5 weeks following the initiation of *nr4A* RNAi (Figure 5A).

**Figure 5.**
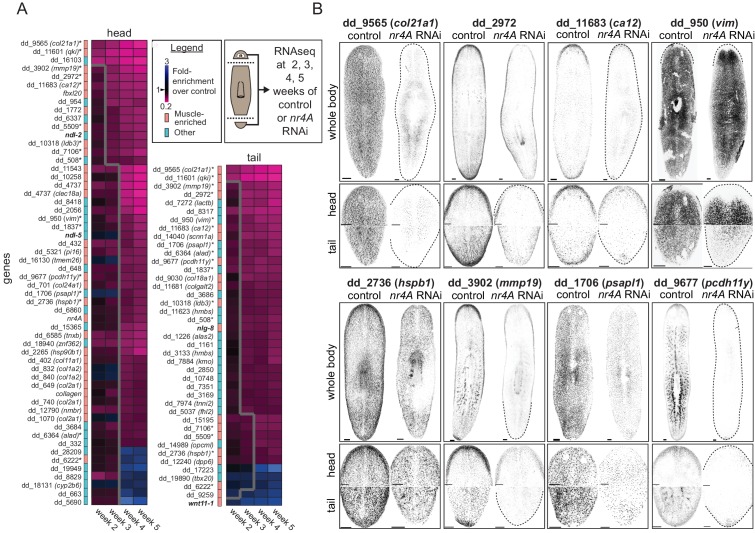
*nr4A* regulates the expression of muscle-enriched genes and PCGs. (**A**) RNA sequencing of control and *nr4A(RNAi)* animals: Diagram shows the collection of heads and tails for RNA sequencing at selected time points during the course of RNAi (see Materials and methods). Cartoon shows amputation planes as dotted lines. Heat maps were generated from the fold-enrichment of expression of genes differentially expressed in the heads or tails of *nr4A(RNAi)* versus control animals. Columns are RNAi time points and rows are individual genes. Heat map regions to the right of the thick gray line indicate statistically significant (p_adj_ <0.05) expression changes over control. Color-coded column to the left of each heat map indicates whether each gene was muscle-enriched (salmon) or not muscle-enriched (cyan), as previously determined (Wurtzel et al., 2015). Gene names in bold are PCGs; gene names with an asterisk are genes with significant expression changes in both the head and tail in *nr4A* RNAi compared to control. See Materials and methods for gene nomenclature. (**B**) Expression patterns of a subset of genes regulated by *nr4A* in both the head and the tail and their downregulation by *nr4A* RNAi, shown by FISH. All animals were analyzed at 9 weeks of RNAi. Dotted lines mark animal boundaries. Images are maximum intensity projections, and representative of results seen in at least three animals. Scale bars represent 150 μm.

**Figure 5—figure supplement 1.**
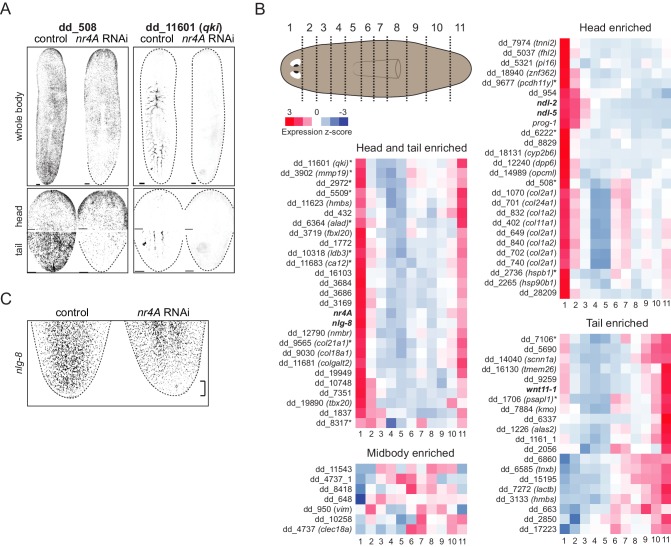
*nr4A*-regulated gene expression patterns and regulation by *nr4A* RNAi. (**A**) Expression patterns of additional genes regulated by *nr4A* in both the head and the tail and their downregulation by *nr4A* RNAi, shown by FISH. Dotted lines denote animal boundaries. All animals were analyzed at 9 weeks of RNAi. Scale bars represent 150 μm. (**B**) *nr4A* and *nr4A*-target expression levels (as z-scores calculated from FPKM) in each of the denoted anterior-posterior segments (cartoon) from Stückemann et al. (2017). Genes are grouped into head and tail enriched, head enriched, midbody enriched, and tail enriched. *nr4A* and PCG gene names are in bold; gene names with an asterisk are genes with significant expression changes in both the head and tail in *nr4A* RNAi compared to control RNAi. See Materials and methods for gene nomenclature. (**C**) *nlg-8* expression at the tail tip of *nr4A(RNAi)* animals and control animals at 9 weeks of RNAi. All images are maximum intensity projections and are representative of results seen in at least three animals.

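In the head, edgeR's test with Benjamini-Hochberg adjustment (adjusted p below 0.05) called 0 of 18527 contigs tested at week 2, 964 of 18377 at week 3, 9 of 18375 at week 4 and 2 of 18015 at week 5. In the tail, it called 0 of 18207 contigs at week 2, 26 of 17994 at week 3, 76 of 18684 at week 4 and 1815 of 18357 at week 5. At an unadjusted p below 0.05, the same test counted 526, 3409, 1445 and 2848 contigs in the head and 239, 1055, 1063 and 4391 in the tail. DESeq2 on the same counts called 21, 720, 148 and 806 contigs in the head and 6, 77, 139 and 1573 in the tail. These included 682 of the 964 contigs of the head at week 3 and 1493 of the 1815 of the tail at week 5. Over the 4 weeks, edgeR called 964 contigs in at least 1 week in the head and 1823 in the tail. Apart from the replicates left out, the planned setting that moved these totals most was the fit of all 24 libraries of a tissue together, which shares a single spread between the weeks. It gave 2568 contigs in the head and 369 in the tail, and 294 and 354 of these were among the contigs of the weekly fits. Single replicates decided most weekly counts. Without *nr4A(RNAi)* replicate 3, the head count at week 5 was 11190 and the total over the weeks 11424. The *nr4A(RNAi)* replicates 1 and 2 then left at week 5 scored 64.9 and 44.7 on an expression component. This component is shared by heads and tails and was found after the data had been seen. The control heads of that week scored from -5.62 to 0.0871, and replicate 3 scored -14.5. The 11190 calls therefore cannot be told apart from that component. Without *nr4A(RNAi)* replicate 2, the head count was 64 at week 2 and 610 at week 4, and without *nr4A(RNAi)* replicate 3 it was 5 at week 4. The head count at week 3 fell to 511, 611 and 561 without control replicate 1, 2 and 3, and to 642 without *nr4A(RNAi)* replicate 2. In the tail, leaving out *nr4A(RNAi)* replicate 1 gave 66 contigs at week 2 and 183 at week 4, and leaving out control replicate 1 gave 153 at week 3. The tail count at week 5 fell to 802 without control replicate 1, to 1000 without control replicate 3 and to 1013 without *nr4A(RNAi)* replicate 3. The remaining replicates, left out in turn, moved the tail count to between 2 and 12 at week 3 and to between 18 and 45 at week 4. They left 0 contigs in the head at weeks 4 and 5. The smallest p that an exact permutation test of 3 libraries against 3 can give is 0.1, so that the weekly tests rest on the spread that the fit shares between contigs.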

We identified 56 and 41 genes with significant expression changes in the head and tail (p_adj_ <0.05), respectively, in at least one time point in *nr4A(RNAi)* animals compared to controls (Figure 5A). The majority of these genes (49/56 in the head and 36/41 in the tail) were downregulated and most (32/56 in the head and 19/41 in the tail) were genes known to have muscle-enriched expression from available single-cell RNA sequencing data on wild-type animals (Wurtzel et al., 2015) (Figure 5A). 

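Of the 964 contigs called in the head in at least 1 week, 670 (69.5%) were lower in *nr4A(RNAi)* animals, and of the 1823 called in the tail, 1038 (56.9%) were lower. Week by week, lower contigs made up 670 of 964 at week 3, 9 of 9 at week 4 and 2 of 2 at week 5 in the head, and 23 of 26, 58 of 76 and 1034 of 1815 at weeks 3, 4 and 5 in the tail. The direction of the majority in the head depended on the fit. In at least 1 week, 1143 of 2568 contigs were lower with all 24 head libraries in one fit, and 800 of 1391 with DESeq2, which found 363 of 806 lower at week 5. For the mean difference over the 4 weeks, edgeR called 2558 of 19607 contigs in the head, 1024 of them lower (40.0%), and 604 of 19601 in the tail, 366 of them lower (60.6%). The share in the head depended on an expression component shared by heads and tails, found after the data had been seen. Among the contigs used for that component, 820 of 1661 called in the head were lower. With the component taken off each library, 2376 of 3608 were lower. For the tail, these values were 264 of 429 and 816 of 1347. The counts of 2558 and 604 also moved when a replicate number was left out, which removed its library in each of the 4 weeks. The head count was 9853 without *nr4A(RNAi)* replicate 3, 974, 1008 and 994 without control replicate 1, 2 and 3, 1293 without *nr4A(RNAi)* replicate 2 and 1651 without replicate 1. The tail count was 1974 without *nr4A(RNAi)* replicate 1 and between 304 and 377 without any other single replicate. Among the contigs past the threshold with the same sign in all 4 weeks, 828 were lower and 1308 higher in the head, and 306 were lower and 219 higher in the tail. Several of the largest mean changes lay in contigs that the files do not pair with names. In the head, dd_Smed_v4_39059 had a mean log2 fold change of -3.20 (standard error 0.33, adjusted p = 2.07e-06 from edgeR's test), and lay below every control of its week in 12 of 12 *nr4A(RNAi)* libraries. For dd_Smed_v4_35680 it was 2.78 (standard error 0.24, adjusted p = 1.77e-07), above the controls in 12 of 12. The sizes of these values also depend on the prior count, since few reads lay on these contigs. The *nr4A(RNAi)* heads had 0.0495 ± 0.0857 CPM of dd_Smed_v4_39059 at week 4 and 0.0184 ± 0.0319 at week 5 (SD, n = 3), and the control heads had 0.0973 ± 0.0463 CPM of dd_Smed_v4_35680 at week 2. In the tail, dd_Smed_v4_26249 had a mean log2 fold change of 2.92 (standard error 0.14, adjusted p = 2.89e-11) and was higher in 12 of 12 libraries. The size of the most negative fitted value in the tail, that of dd_Smed_v4_34500, depends on the prior count, since no read lay on this contig in the *nr4A(RNAi)* tails at week 5, where the controls had 1.38 ± 0.31 CPM (SD, n = 3). The 10 contigs that the paper names as reduced in both tissues (dd_9565 (*col21a1*), dd_3902 (*mmp19*), dd_2972, dd_11683 (*ca12*), dd_508, dd_950 (*vim*), dd_9677 (*pcdh11y*), dd_1706 (*psapl1*), dd_2736 (*hspb1*) and dd_11601 (*qki*)) were all lower here. Their mean log2 fold changes ran from -1.79 to -0.53 in the head and from -2.46 to -0.53 in the tail (adjusted p at most 8.82e-06 and 1.09e-06). For 9 of the 10 in each tissue, all 12 *nr4A(RNAi)* libraries lay below every control of their week. The authors chose these contigs on the same libraries.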

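Contigs called in at least 1 week in the head and in at least 1 week in the tail numbered 448. Independent sets of these sizes would share 94.7 among the 18233 contigs tested in both tissues. Of the 448, 441 had the same sign in both tissues, 362 of them lower in both, and 7 had opposite signs. For the mean difference over the 4 weeks, 349 contigs were called in both tissues (78.3 for independent sets), 341 with the same sign and 232 lower in both. The 448 became 198 with all 24 libraries of a tissue in one fit, and 541 with DESeq2. It fell to 176 and 218 without control replicates 1 and 3 and to 289 without control replicate 2, and rose to 718 without *nr4A(RNAi)* replicate 3. Contigs are not independent of each other, so the numbers for independent sets carry no p-value. Most of these calls came from the head at week 3 and the tail at week 5, where the score of an expression component shared by heads and tails, found after the data had been seen, was lower in *nr4A(RNAi)* libraries (mean difference -5.38 and -3.20). Of the contigs used for that component, 407 were called in both of these comparisons and 400 of them had the same sign. In 347 of the 400 it was the sign that a fall of the component gives. With the component taken off each library (score times the loading from the other tissue), 265 were called in both, 260 with the same sign and 211 lower in both. With the score as a covariate instead, the 448 contigs became 245. The difference between the tissues was tested in one fit of all 48 libraries with 16 group means. The mean change differed between head and tail in 257 of 20529 contigs (edgeR, Benjamini-Hochberg adjusted p below 0.05). The log2 fold change was lower in the head than in the tail in 152 of them and higher in 105. The count of 257 became 128, 84 and 86 without control replicate 1, 2 and 3, 173 without *nr4A(RNAi)* replicate 2, and 772 without *nr4A(RNAi)* replicate 1. A replicate left out here was the library of that number in every week and in both tissues.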

16 genes were significantly affected by *nr4A* in both the head and the tail. A high proportion (11/16) of those (e.g., dd_9565 (*col21a1*) and dd_11601 (*qki*)) were genes known to be expressed in muscle (Wurtzel et al., 2015). 

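The contig of *nr4A* itself, dd_Smed_v4_12229, was measured at 26.3 ± 1.41 CPM (counts scaled to a common TMM-normalized library size; SD, n = 3) in control heads and 18.4 ± 1.05 in *nr4A(RNAi)* heads at week 2, and at 26.5 ± 0.337 and 13.9 ± 2.29 at week 5. In the tail, it was at 22.2 ± 2.05 and 13.8 ± 2.95 at week 2, and at 21.3 ± 2.82 and 13.9 ± 1.32 at week 5. Its mean log2 fold change over the 4 weeks was -0.65 in the head (standard error 0.05, adjusted p = 2.81e-08 from edgeR's test with Benjamini-Hochberg adjustment) and -0.57 in the tail (standard error 0.08, adjusted p = 6.04e-05). In each tissue all 12 *nr4A(RNAi)* libraries lay below every control of their week. Reads from the fed double-stranded RNA, where present, would count on this contig. The contig dd_Smed_v4_9565, whose best BLAST match the paper gives as *col21a1*, fell further. In the head it was at 99.9 ± 6.92 CPM in controls and 52.8 ± 10.9 in *nr4A(RNAi)* libraries at week 2, and at 95.1 ± 7.08 and 15.7 ± 5.45 at week 5 (SD, n = 3 each). In the tail it was at 89.2 ± 9.04 and 39.0 ± 10.3 at week 2, and at 94.6 ± 7.90 and 13.8 ± 2.19 at week 5. Its mean log2 fold change was -1.73 in the head (standard error 0.10, adjusted p = 6.1e-10) and -2.0 in the tail (standard error 0.10, adjusted p = 3.67e-11). The weekly test in the head at week 5 did not call it (log2 fold change -2.58, adjusted p = 0.0985), and did so without *nr4A(RNAi)* replicate 3 (-2.94, adjusted p = 5.25e-08). The contig dd_Smed_v4_11601, given as *qki*, was at 13.9 ± 0.135 CPM in control heads and 6.35 ± 0.383 in *nr4A(RNAi)* heads at week 2, and at 11.6 ± 1.93 and 2.84 ± 0.763 at week 5. In the tail it was at 13.4 ± 1.78 and 5.02 ± 0.799 at week 2, and at 11.9 ± 0.0516 and 1.38 ± 0.197 at week 5. The mean log2 fold change of *qki* was -1.79 in the head (standard error 0.08, adjusted p = 1.45e-11) and -2.46 in the tail (standard error 0.07, adjusted p = 4.22e-15). The difference of 0.66 between the tissues was past the threshold (adjusted p = 0.000338 in the fit of both tissues). For *col21a1* that difference was 0.27 (adjusted p = 0.477), and for *nr4A* -0.09 (adjusted p = 0.716). With each replicate left out in turn, the mean log2 fold change of *nr4A* stayed between -0.71 and -0.60 in the head and between -0.67 and -0.47 in the tail. That of *col21a1* stayed between -1.84 and -1.63 and between -2.07 and -1.92, and that of *qki* between -1.86 and -1.71 and between -2.49 and -2.42.

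**Figure D1:**
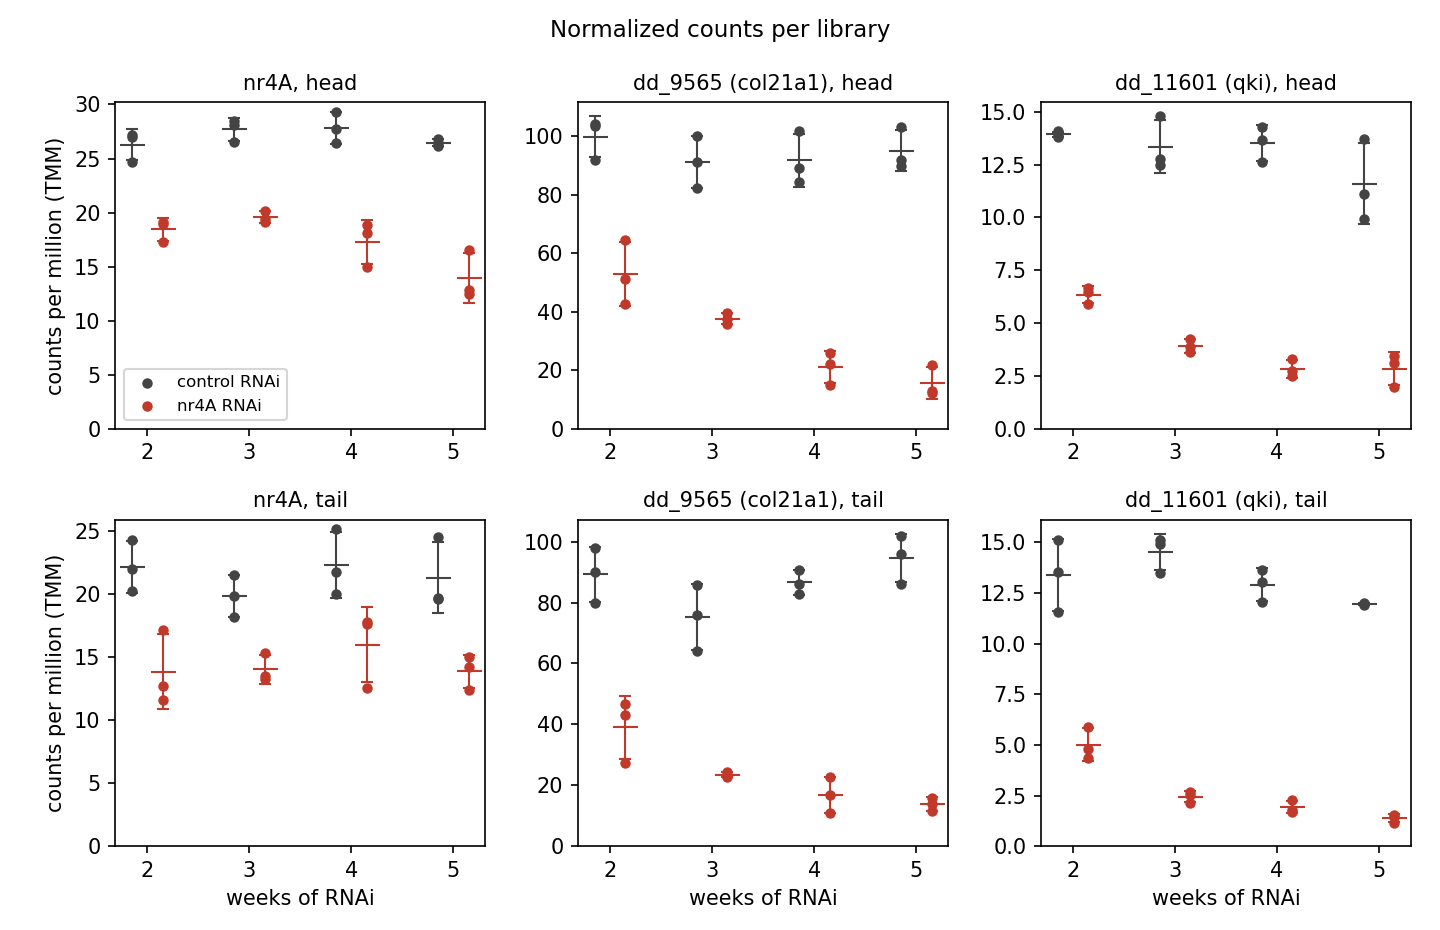
CPM (TMM-normalized) of *nr4A*, dd_9565 (*col21a1*) and dd_11601 (*qki*) in each library against weeks of RNAi, in heads (upper row) and tails (lower row), with dots for the 3 libraries of a group and bars for their mean and SD. In every panel and week the 3 *nr4A(RNAi)* libraries lie below the 3 control libraries.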

We verified the decrease in the expression of many of these genes following *nr4A* RNAi with FISH (Figure 5B, Figure 5—figure supplement 1A). Whereas *nr4A* RNAi reduced the body-wide expression of some genes (e.g., dd_9565 (*col21a1*), dd_1706 (*psapl1*)), it inhibited the expression of other genes more specifically in the head and tail (e.g., dd_2972, dd_11683 (*ca12*), dd_950 (*vim*)) (Figure 5B, Figure 5—figure supplement 1A). One of them, dd_950 (*vim*), was expressed in the epidermis (Videos 1 and 2). We also analyzed the expression patterns of genes with expression affected by *nr4A* RNAi using available RNA sequencing data from different AP axis segments (Stückemann et al., 2017) (Figure 5—figure supplement 1B). One-third of the *nr4A*-regulated genes, including 9 of 16 genes affected by *nr4A* in both the head and the tail, were enriched in their expression in the head and the tail compared to midbody regions (Figure 5—figure supplement 1B).

**Video 1.** Magnified image stack showing dd950(*vim*) expression (magenta) and epidermal nuclei (DAPI, gray) in control animal head by FISH.

**Video 2.** Magnified image stack showing dd950(*vim*) expression (magenta) and epidermal nuclei (DAPI, gray) in *nr4A(RNAi)* animal head by FISH.

Among the genes with muscle-enriched expression affected by *nr4A* RNAi were several PCGs (Figure 5A). 

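Of the position control genes that the paper names for these data, *ndl-5* (dd_Smed_v4_5102, named in Supplementary file 1E) could be followed. Neither the deposited tables nor the supplementary files pair *ndl-2*, *wnt11-1* or *nlg-8* with a contig, so these have no values here. In the head, *ndl-5* was at 265 ± 3.58 CPM in controls and 198 ± 18.2 in *nr4A(RNAi)* libraries at week 2 (SD, n = 3 each). It was at 279 ± 6.46 and 199 ± 7.59 at week 3, at 281 ± 15.8 and 172 ± 32.1 at week 4, and at 293 ± 6.35 and 134 ± 38.6 at week 5. The log2 fold changes were -0.43, -0.48, -0.71 and -1.10, and all 3 *nr4A(RNAi)* libraries lay below the 3 controls in each week. With Benjamini-Hochberg adjustment in edgeR, week 3 was past the threshold (adjusted p = 1.21e-06), and weeks 2, 4 and 5 were not (adjusted p = 0.745, 0.289 and 0.167). The weekly calls depended on the fit and on single libraries. DESeq2 called weeks 2, 4 and 5 (adjusted p = 0.00913, 0.0014 and 0.000204). With all 24 head libraries in one fit, week 3 was not called (adjusted p = 0.320), and weeks 4 and 5 were (adjusted p = 0.0172 and 8.73e-05). Without *nr4A(RNAi)* replicate 2 the adjusted p was 0.00124 at week 2 and 6.71e-05 at week 4, and without *nr4A(RNAi)* replicate 3 it was 1.02e-05 at week 5. The mean over the 4 weeks was -0.69 in the head (standard error 0.07, adjusted p = 3.76e-06) and -0.03 in the tail (standard error 0.08, adjusted p = 0.972), where *ndl-5* was at 10.2 ± 1.28 CPM in controls at week 2. The difference of -0.65 between head and tail was itself past the threshold (adjusted p = 8.04e-05 in the fit of both tissues). Among the patterning genes that the supplementary files pair with contigs, 6 rose in the head on average and passed the threshold. The log2 fold change was 0.84 for *wntP-1* (adjusted p = 0.000165), 0.39 for *sFRP-1* (adjusted p = 6.58e-05), 0.29 for *notum* (adjusted p = 0.0224), 0.26 for *fz5/8-4* (adjusted p = 1.3e-05), 0.24 for *ndl-4* (adjusted p = 2.48e-05) and 0.13 for *ndk* (adjusted p = 0.02). *sFRP-1*, *fz5/8-4* and *ndl-4* lay above every control of their week in 12 of 12 *nr4A(RNAi)* head libraries, *wntP-1* in 11, *ndk* in 10 and *notum* in 8. With each replicate left out in turn, *wntP-1*, *sFRP-1*, *fz5/8-4* and *ndl-4* passed the threshold in 6 of 6 fits, *ndk* in 3 and *notum* in 2. *notum* no longer passed it without control replicate 1 or 3 (adjusted p = 0.156 and 0.147) or without *nr4A(RNAi)* replicate 1 or 2 (adjusted p = 0.0509 and 0.104). *ndk* did not without control replicate 1, 2 or 3 (adjusted p = 0.124, 0.108 and 0.134), nor with a filter on a mean of 100 normalized counts (adjusted p = 0.0893) or on the contigs of the deposited comparison (adjusted p = 0.0793). In the tail, *notum* (0.52, adjusted p = 0.00493), *kallmann1* (0.33, adjusted p = 0.014) and *wnt11-2* (0.19, adjusted p = 0.0469) rose. These calls were lost in some of the fits with a replicate left out. *notum* passed the threshold in 4 of 6, and not without control replicate 3 (adjusted p = 0.0624) or *nr4A(RNAi)* replicate 3 (adjusted p = 0.0644). *kallmann1* passed it in 3 of 6, and not without control replicate 2 or 3 (adjusted p = 0.192 and 0.100) or *nr4A(RNAi)* replicate 3 (adjusted p = 0.0952). *wnt11-2* passed it in 2 of 6, and not without control replicate 1 or 3 (adjusted p = 0.184 and 0.251) or *nr4A(RNAi)* replicate 2 or 3 (adjusted p = 0.163 and 0.261). *wnt11-2* was also not called with the size factors of DESeq2 (adjusted p = 0.0531), without a filter (adjusted p = 0.0598), with the filter on a mean of 100 (adjusted p = 0.0570), with rows as deposited (adjusted p = 0.0644) or with the replicate number as a block (adjusted p = 0.0764). By FISH, the paper reports less clustered *wnt11-2* at the tail tip by week 3, and less *slit* in the tail. Counts over a whole tail piece do not measure such local expression, so they do not test those results. *sFRP-1*, higher in the head, was lower in the tail in 12 of 12 libraries than the control mean of its week without passing the threshold (-0.37, adjusted p = 0.0888). It passed it there without *nr4A(RNAi)* replicate 1 (-0.43, adjusted p = 0.0356). The paper names dd_20026 with *kallmann1* among the genes expressed in both poles. It was among the contigs with the largest rise in the head (1.13, standard error 0.13, adjusted p = 6.99e-06), above every control of its week in 12 of 12 libraries, and was not called in the tail (-0.34, adjusted p = 0.664). For dd_20026, the difference of 1.46 between the tissues was past the threshold (adjusted p = 0.00105). In the head, dd_20026 and *wntP-1* are absent from the authors' deposited comparison, which keeps contigs with a control mean of at least 100. Their fold changes therefore rest on low counts. In the tail, *wntP-1* was not past the threshold (0.28, adjusted p = 0.246 from edgeR's test). No contig was followed under the name *wnt1*. The other patterning and pole genes followed, *foxD*, *follistatin*, *pitx*, *islet1* and *slit*, did not pass the threshold in either tissue with all libraries. Without *nr4A(RNAi)* replicate 3, *follistatin* (0.12, adjusted p = 0.0184) and *islet1* (0.12, adjusted p = 0.0101) passed it in the head, and without *nr4A(RNAi)* replicate 1, *slit* did in the tail (0.34, adjusted p = 0.000917). With the score of the shared expression component as a covariate, chosen after the data had been seen, *follistatin* passed it in the head (adjusted p = 0.0300), and *slit* (adjusted p = 0.00176), *sFRP-1* (-0.38, adjusted p = 0.0154) and *wntP-1* (0.28, adjusted p = 0.0376) in the tail.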

Following initiation of RNAi, *ndl-2* and *ndl-5* were downregulated in the head (by week 3 and 4, respectively), *wnt11-1* was upregulated in the tail (by week 2), and *nlg-8* was downregulated in the tail (by week 3). These findings are consistent with our FISH studies of the *nr4A(RNAi)* phenotype (Figure 3A,C and Figure 5—figure supplement 1C). These genes encode FGFRL (*ndl-2,–5*), Wnt (*wnt11-1*), and Bmp-regulatory (*nlg-8*) proteins and have been implicated in patterning (Molina et al., 2007; Gurley et al., 2010; Lander and Petersen, 2016; Scimone et al., 2016). These data show that *nr4A* is required for the expression of numerous muscle-expressed genes at the planarian head and tail ends, including those encoding extracellular matrix proteins and PCGs.

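Lists of contigs from Supplementary file 1 were tested as sets on the mean difference over the 4 weeks with limma's camera test at a preset correlation of 0.01. The p-values of camera are given with Benjamini-Hochberg adjustment over the 8 list tests. All 12 contigs listed with a collagen as their best BLAST match were lower in *nr4A(RNAi)* heads, with a median log2 fold change of -0.43 (adjusted p = 9.49e-15). Of these, 10 passed the threshold adjusted over all contigs tested and 12 when adjusted over the list alone. In the tail, 11 of 12 were lower, with a median of -0.18 (adjusted p = 4.19e-08). Of the 12, 5 passed the threshold over all contigs and 8 when adjusted over the list alone. The metalloproteinase contig dd_3902 (*mmp19*) had a mean log2 fold change of -1.32 in the head (standard error 0.07, adjusted p = 6.1e-10 from edgeR's test) and -1.13 in the tail (standard error 0.07, adjusted p = 1.04e-09). The list of 11 contractile protein contigs (myosin chains, tropomyosin, calponin, titin, actinin and a capping protein) had a median of -0.12 in the head, with 9 lower (adjusted p = 7.01e-05). In the tail it had a median of -0.02, with 7 lower (adjusted p = 0.143). In this list, 4 contigs passed the threshold over all contigs in the head and 8 when adjusted over the list alone, and in the tail 1 did under either adjustment. The median over a list of the log2 counts of each library was compared between the groups within weeks by an exact permutation test over all 160000 relabellings. The change of the collagen list beyond that of the contractile protein list was -0.26 in the head (exact two-sided p = 2.5e-05) and -0.16 in the tail (p = 0.0028). With the mean over each list in place of the median it was -0.11 in the head (exact two-sided p = 0.0151) and -0.11 in the tail (p = 0.0343). With Benjamini-Hochberg adjustment over the 8 such tests, the 4 values were 1e-04, 0.00448, 0.0202 and 0.0393. The 573 contigs tested from the list enriched in *nr4A*-positive muscle cells had a median of -0.02 in the head (adjusted p = 0.174), with 317 lower, 104 past the threshold over all contigs and 126 when adjusted over the list alone. The 574 tested in the tail had a median of -0.01 (adjusted p = 0.413), with 304 lower, 24 past the threshold and 28 over the list alone. The 168 contigs tested from the list enriched at the anterior pole were shifted upward in the head. Their median was 0.08 (adjusted p = 0.000294), with 105 higher, 64 past the threshold and 78 when adjusted over the list alone. The 185 contigs tested from the list enriched in posterior pole cells had a median of 0.00 in the tail (adjusted p = 0.577), with 96 higher and 7 past the threshold under either adjustment. The shifts of the collagen and contractile lists in the head held under limma's fry test (p = 1.63e-07 and 2.34e-09, n = 12 libraries per group) and under a correlation estimated from the data (p = 0.0145 and 0.00119). Those of the collagen list in the tail and of the anterior pole list held under fry (p = 0.00759 and 0.006, n = 12) but not under the estimated correlation (p = 0.0664 and 0.0886). The camera p-values at the preset correlation overstate the evidence, since other splits of the libraries within weeks reached similar ones. In the head, another split gave the collagen list a camera p of 1.31e-15, against 1.19e-15 for the real split. In the tail, 6 of 100 splits, the real split included, gave this list a camera p as small. The same held for the anterior pole list in the head. The paper concludes from its data that many genes of muscle, matrix protein genes and position control genes among them, need *nr4A* to be expressed at the ends of the animal.

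**Figure D2:**
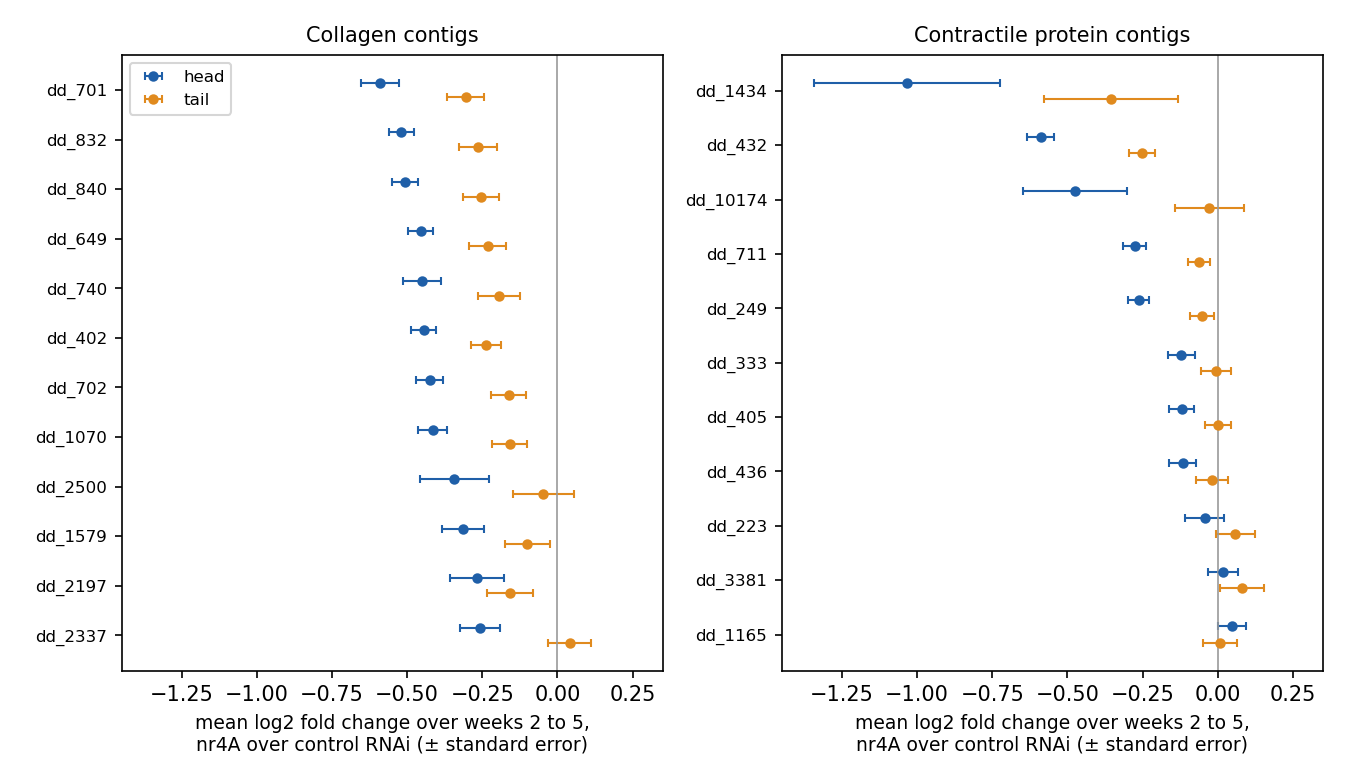
Mean log2 fold change over the 4 weeks (*nr4A* over control RNAi, with its standard error as bars) of each contig of the collagen list (left) and of the contractile protein list (right), in heads (blue) and tails (orange). All 12 collagen contigs lie below 0 in the head and 11 in the tail, while 9 and 7 of the 11 contractile protein contigs do.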

### Long-term *nr4A* RNAi causes head-specific reduction in muscle progenitor incorporation

Because a number of genes with muscle-enriched expression were downregulated following *nr4A* RNAi, we examined muscle fibers in these animals using the 6G10 muscle antibody (Ross et al., 2015). By 9 weeks of RNAi, when multiple ectopic eyes were present, uninjured *nr4A(RNAi)* animals showed loss of longitudinal, circular, and diagonal muscle fibers and a decreased number of *collagen^+^* muscle cells in the head compared to control animals (Figure 6A–C, Figure 6—figure supplement 1A). By contrast, muscle fibers were not significantly affected in the trunk or tail of *nr4A(RNAi)* animals and *collagen*^+^ muscle cell numbers were normal in *nr4A(RNAi)* animal tails (Figure 6A–C Figure 6—figure supplement 1A). Similar analyses of *nr4A(RNAi)* animals at an earlier time point (4 weeks of RNAi) showed no changes in muscle fibers or *collagen*^+^ cell numbers in the head or tail compared to control animals (Figure 6A,C, Figure 6—figure supplement 1A–B).

**Figure 6.**
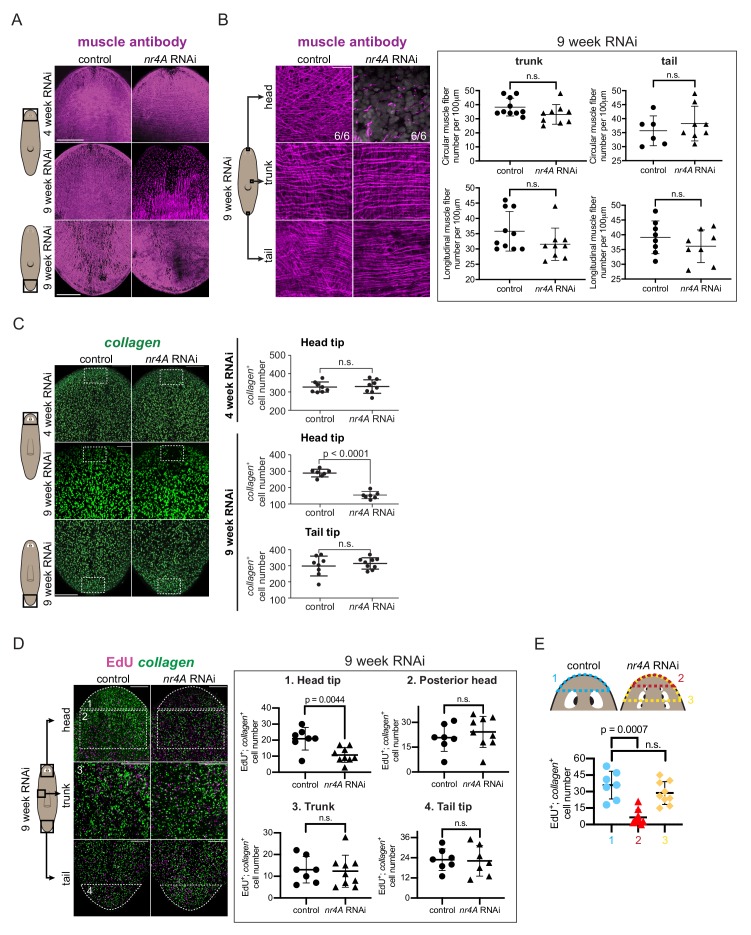
*nr4A* inhibition leads to muscle loss at the head tip. (**A**) Immunofluorescence with muscle antibody (6G10) in the head and tail of control and *nr4A(RNAi)* animals. Areas imaged are on the ventral surface of the animal. Scale bars represent 200 μm. (**B**) Higher magnification views of muscle fibers in the head tip, trunk, and tail of 9 week RNAi animals, and circular and longitudinal muscle fiber quantification in the tail and trunk (Figure 6—source data 1). Proportions in the head pictures indicate the number of animals with phenotype shown over total number of animals examined. Scale bars represent and 25 μm. Statistical comparisons were done using one-tailed Welch’s *t*-tests. (**C**) Muscle marker *collagen* expression in the head and tail by FISH and quantification of *collagen*^+^ muscle cell number in a 190 μm x 125 μm area (white box) through the entire DV axis of head and tail tips (Figure 6—source data 2). Statistical comparisons were done using one-tailed Welch’s t-tests. Scale bars represent 150 μm. (**D**) EdU labeling and *collagen* FISH of 9 week control and *nr4A(RNAi)* animals (left) and quantification of the number of new muscle (EdU^+^; *collagen*^+^) cells in each of the numbered regions (matched by location and area) between control and *nr4A(RNAi)* animals (right) (Figure 6—source data 3). Statistical comparisons were done using two-tailed Welch’s *t*-test for cell counts in posterior head region and one-tailed Welch’s *t*-tests for cell counts in all other regions. Scale bars represent 150 μm. (**E**) Quantification of the number of new muscle (EdU^+^; *collagen*^+^) cells anterior to the eyes in control animals (blue), and anterior to the original eye pair (red) and to the posterior-most ectopic eye pair (yellow) in *nr4A(RNAi)* animals (Figure 6—source data 3). Statistical comparisons were done using Brown-Forsythe and Welch ANOVA tests with Dunnett’s T3 multiple comparisons test. n.s. = not significant at a level of 0.05 for all quantifications. All counting was performed blind. Areas imaged are indicated by the box in the cartoons on the left for all panels. All images are maximum intensity projections, and are representative of results seen in at least four animals per panel. 10.7554/eLife.42015.024Figure 6—source data 1.Muscle fiber quantifications at 9 weeks of RNAi. 10.7554/eLife.42015.025Figure 6—source data 2.Quantification of number of *collagen*^+^ muscle cells at the head tip and tail tip of 9 week RNAi animals, and at the head tip of 4 week RNAi animals. 10.7554/eLife.42015.026Figure 6—source data 3.EdU^+^; *collagen*^+^ quantifications in the head, trunk, and tail.

**Figure 6—figure supplement 1.**
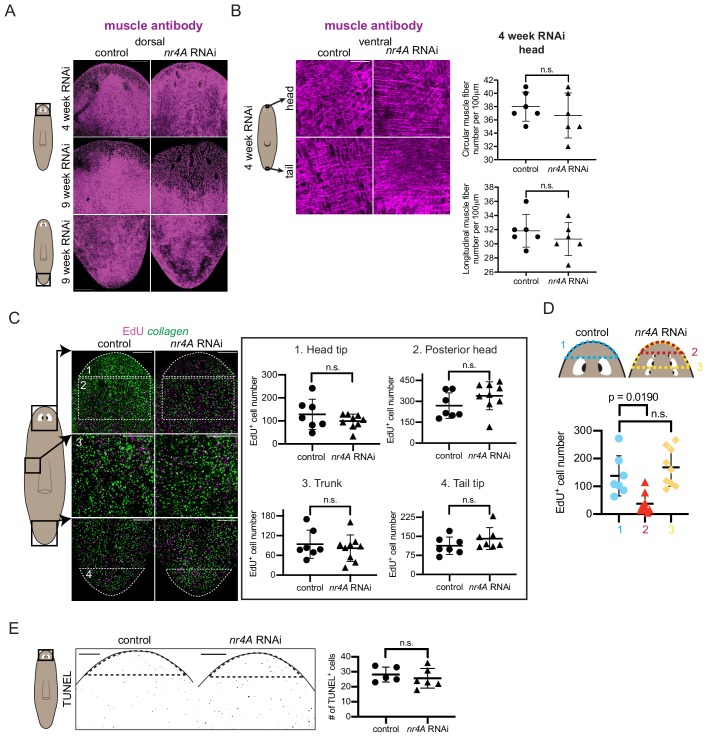
Effects of *nr4A* inhibition on muscle fibers, total EdU incorporation, and apoptosis. (**A**) Immunofluorescence with muscle antibody (6G10) of dorsal head and tail of control and *nr4A(RNAi)* animals. Scale bars represent 200 μm (**B**) Higher magnification view of muscle fibers in the ventral head and tail tip of RNAi animals and muscle fiber quantification (Figure 6—figure supplement 1—source data 1). Scale bars represent 25 μm. (**C**) EdU antibody staining and *collagen* FISH of 9 week control and *nr4A(RNAi)* animals (left) and quantification of the number of EdU^+^ cells in each of the numbered regions matched by area between control and *nr4A(RNAi)* animals (right) (Figure 6—figure supplement 1—source data 2). Statistical comparisons were done using one-tailed Welch’s *t*-tests for cell counts in head tip and trunk and two-tailed Welch’s *t*-tests for cell counts in posterior head and tail tip. Scale bars represent 150 μm. (**D**) Quantification of the number of EdU^+^ cells anterior to the eyes in control animals (blue), and anterior to the original eye pair (red) and to the posterior-most ectopic eye pair (yellow) in *nr4A(RNAi)* animals (Figure 6—figure supplement 1—source data 2). Statistical comparisons were done with Brown-Forsythe and Welch ANOVA tests with Dunnett’s T3 multiple comparisons test. (**E**) Staining of apoptotic cells with TUNEL and quantification of the number of TUNEL^+^ cells in equivalent head tip regions (by location and area, marked by dotted lines) through the entire DV axis (Figure 6—figure supplement 1—source data 3). Scale bars represent 150 μm. All statistical comparisons were done with one-tailed Welch’s *t*-tests unless otherwise specified. n.s. = not significant at a level of 0.05 for all quantifications. Areas imaged are indicated by the box in the cartoons on the left. Images are maximum intensity projections. 10.7554/eLife.42015.021Figure 6—figure supplement 1—source data 1.Muscle fiber quantifications at 4 weeks of RNAi. 10.7554/eLife.42015.022Figure 6—figure supplement 1—source data 2.EdU^+^ cell quantifications in the head, trunk, and tail. 10.7554/eLife.42015.023Figure 6—figure supplement 1—source data 3.TUNEL^+^ cell quantifications in the head.

EdU labeling was performed at 9 weeks of *nr4A* RNAi to examine new muscle cell production. The numbers of new muscle cells (EdU^+^; *collagen*^+^) in the head tip of *nr4A(RNAi)* animals, but not in the posterior head, trunk, or tail, were significantly decreased compared to similar regions (by location and area) in control animals (Figure 6D). By contrast, there were no significant differences in the total amount of EdU incorporation (all EdU^+^ cells) in those regions between *nr4A(RNAi)* and control animals (Figure 6—figure supplement 1C). Comparing the region anterior to the original eyes in *nr4A(RNAi)* animals to the region anterior to the eyes in control animals showed greater reduction in new muscle cell number and reduction in total EdU incorporation (Figure 6E, Figure 6—figure supplement 1D). This finding is consistent with the head tip (distance between head apex and original eyes) size reduction observed in *nr4A(RNAi)* animals (Figure 2A,C). By contrast, the numbers of new muscle cells anterior to the eyes of controls and anterior to the newest eyes in *nr4A(RNAi)* animals were similar (Figure 6E). *nr4A(RNAi)* and control animals had comparable numbers of apoptotic cells in similar head tip regions (by location and area) as assessed by TUNEL (Figure 6—figure supplement 1E), suggesting defective progenitor migratory targeting as opposed to increased cell death underlies muscle loss at the head tip.

These findings indicate that *nr4A* was not required in general for muscle progenitor production and differentiation throughout the body. The head-tip-specific muscle progenitor incorporation defect occurred after PCG and other gene expression changes were detected in the *nr4A(RNAi)* RNA sequencing data. Together with the observation that muscle fiber loss was also head-restricted and a late-stage phenotype (absent at 4 weeks of RNAi), these findings suggest loss of muscle cells per se is not the cause of the PCG expression changes that occurred at earlier timepoints in the *nr4A* RNAi.

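The timing of the changes was followed on the 10 contigs that the paper names as reduced in both tissues. At week 2, all 10 were already lower in heads and in tails. Their log2 fold changes ran from -1.14 to -0.27 in the head and from -1.43 to -0.20 in the tail. In 9 of the 10, in each tissue, the 3 *nr4A(RNAi)* libraries lay below all 3 controls, an order that chance gives to 10% of contigs in one direction or the other. None of the 10 passed edgeR's threshold after Benjamini-Hochberg adjustment at week 2, where 10 in the head and 9 in the tail had an unadjusted p below 0.05. The weekly values of 2 of the 10, *col21a1* and *qki*, were also followed under the alternatives, and some of these called them at week 2. DESeq2 called *col21a1* (adjusted p = 1.03e-05 in the head and 0.00331 in the tail) and *qki* (adjusted p = 1.91e-08 and 7.53e-07). With all 24 libraries of a tissue in one fit, *qki* was called in the head and the tail (adjusted p = 0.00369 and 1.97e-05) and *col21a1* in the tail (adjusted p = 0.0178). With a filter on a mean of 100 normalized counts, *qki* was called in the head (adjusted p = 0.0495). Both were called in the head without *nr4A(RNAi)* replicate 2 (adjusted p = 0.000415 and 0.000129) and in the tail without *nr4A(RNAi)* replicate 1 (adjusted p = 6.21e-06 and 3.1e-05). With the score of the shared component as a covariate, chosen after the data had been seen, they were called in both tissues (adjusted p at most 0.000554). In the head at week 4, where both were called with all libraries, they passed the threshold in 2 of the 6 fits with a replicate left out. They did not without control replicate 1, 2 or 3 (adjusted p = 0.279, 0.173 and 0.184 for *col21a1* and 0.124, 0.0678 and 0.143 for *qki*) or without *nr4A(RNAi)* replicate 1 (adjusted p = 0.166 and 0.0675). With the replicate number as a block, neither was called there (adjusted p = 0.151 for each). In the head, 10 were past the threshold at week 3, 5 at week 4 and 1 at week 5, where the spread between libraries was larger than at week 3. In the tail, 9, 10 and 10 were. At week 5 the log2 fold changes ran from -2.58 to -0.80 in the head and from -3.13 to -0.82 in the tail. The log2 fold change was more negative at week 5 than at week 2 in all 10 contigs in both tissues. The difference between the weeks, tested as an interaction over the 24 libraries of a tissue, was past the threshold for 5 of them in the head and 3 in the tail. With the replicate number as a block, it was negative in all 10 in each tissue, and past the threshold for 0 in the head (edgeR, adjusted p at least 0.0927) and 2 in the tail. For *col21a1* it was -1.69 in the head (standard error 0.27, adjusted p = 0.0105) and -1.57 in the tail (standard error 0.28, adjusted p = 0.0338). Over all contigs, the change differed between week 5 and week 2 in 53 of 19607 in the head, 44 of them more negative at week 5, and in 11 of 19601 in the tail, 10 of them more negative. These counts moved when a replicate number was left out in all 4 weeks. In the head, 0 contigs were left without control replicate 1 or 2, 1 without control replicate 3 and 7 without *nr4A(RNAi)* replicate 1, and 2235 were called without *nr4A(RNAi)* replicate 3. In the tail 26 were called without *nr4A(RNAi)* replicate 1 and 3 to 6 without any other replicate. DESeq2 called 280 and 87. With the replicate number as a block, edgeR called 0 in the head and 4 in the tail.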

### Early PCG domain shifts in *nr4A* RNAi precede changes in differentiated tissues at the head and tail tips

Given that the RNA sequencing results suggest PCG expression shifts precede differentiated tissue pattern changes, we sought to characterize the sequence of PCG expression changes that might underlie the phenotype. Importantly, we found that PCG shifts occurred before changes were visible in differentiated tissues, including changes in head muscle (Figure 7A–D). Specifically, in the head, *ndl-2* and *ndl-5* expression domains shifted posteriorly relative to the eyes by 3 weeks of *nr4A* RNAi compared to control RNAi (Figure 7A,B, Figure 7—figure supplement 1A,B, Supplementary file 1D). At this time point, the numbers of muscle cells and the appearance of muscle fibers were normal in the heads of *nr4A(RNAi)* animals (Figure 6A,C, Figure 6—figure supplement 1A,B). Mis-positioned anterior pole cells were the earliest abnormalities detected, becoming scattered between the eyes by two weeks after initiation of RNAi (Figure 7A). This posterior shift of *notum* expression preceded detected changes in the expression of other head PCGs (*ndl-2*, *ndl-4*, *ndl-5*, *sFRP-1*), as well as changes in the distribution of marginal adhesive gland cells (Figure 7A,B, Figure 7—figure supplement 1A,B, Supplementary file 1D). Consistent with our findings that muscle fiber loss at the head tip occurs at late stages of the phenotype (after 4 weeks - Figure 6A,B, Figure 6—figure supplement 1A,B), we observed no apparent differences in head tip muscle fibers between control and *nr4A(RNAi)* animals after two weeks of RNAi when pole cells were already gone from this location (Figure 7C, Figure 7—figure supplement 1C).

**Figure 7.**
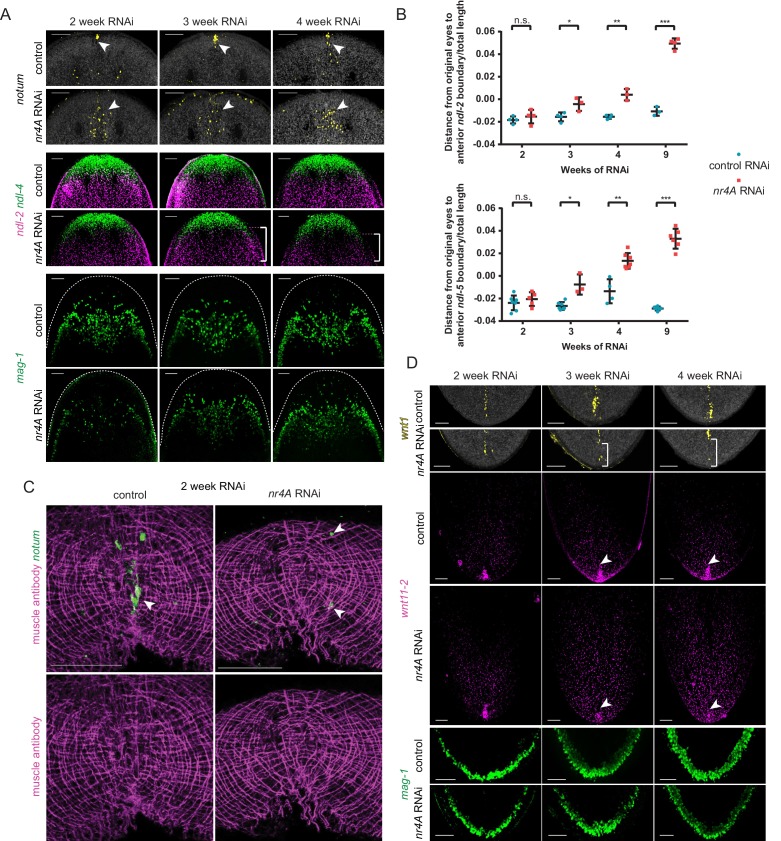
Changes in expression of head and tail PCGs precede changes in differentiated tissues in *nr4A* RNAi. (**A**) Head PCG expression by FISH in animals at 2, 3, and 4 weeks of RNAi. Anterior pole cells are indicated by arrow heads. Posterior shifts of the anterior boundary of the *ndl-2* expression domain are indicated by brackets. Quantification is shown in Supplementary file 1D. Scale bars represent 100 μm. (**B**) Quantification of *ndl-2* (top) and *ndl-5* (bottom) expression domain shifts in a *nr4A(RNAi)* time course. Statistical comparisons were done using one-tailed Welch’s *t*-tests. Negative and positive distances on *y*-axis denote that the position of the anterior boundary of expression domain is anterior and posterior to the eyes, respectively; n.s. = not significant at a level of 0.05. *=p < 0.05, **=p < 0.01, ***=p < 0.001. (**C**) Head-on view of head tips stained with muscle antibody 6G10 and *notum* probe at 2 weeks of RNAi. Anterior pole cells are indicated by arrow heads. Scale bars represent 50 μm. (**D**) Tail PCG expression by FISH in animals at 2, 3, and 4 weeks of RNAi. Anterior shifts in the posterior-most domain of *wnt1*^+^ posterior pole and the clustered expression domain of *wnt11-2* at tail tip are indicated by brackets and arrow heads, respectively. Quantification is shown in Supplementary file 1D. Scale bars represent 100 μm. Images are maximum intensity projections. All images are representative of results seen in at least four animals per panel.

**Figure 7—figure supplement 1.**
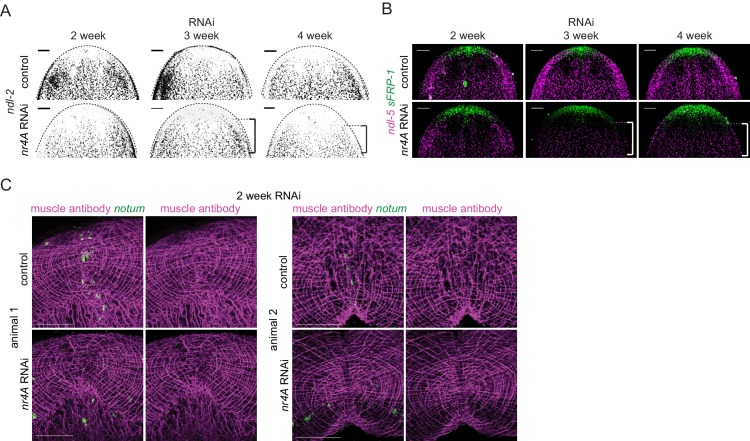
Shifts in PCG expression domains precede muscle fiber changes in *nr4A* RNAi. (**A**) *ndl-2* expression by FISH in the heads of animals at 2, 3, and 4 weeks of RNAi corresponding to Figure 7A. The posterior shifts (brackets) of the anterior boundary of *ndl-2* expression domain are more clearly seen in this single-channel representation. Quantification is shown in Supplementary file 1D. Anterior animal borders are marked by dotted arches. Scale bars represent 100 μm. (**B**) *ndl-5* and *sFRP-1* expression by FISH in the heads of animals at 2, 3, and 4 weeks of RNAi. Quantification is shown in Supplementary file 1D. Scale bars represent 100 μm. (**C**) Head-on view of the head tips of additional animals showing the loss of pole (*notum*^+^) cells from the apex of the head in *nr4A* RNAi, with muscle fibers (stained by muscle antibody 6G10) remaining unchanged compared with control. Scale bars represent 100 μm. Images are maximum intensity projections. Images are representative of results seen in at least four animals.

In the tail, the posterior pole shifted anteriorly by three weeks after initiation of RNAi (Figure 7D, Supplementary file 1D). The clustered expression of *wnt11-2* at the tail tip also decreased by this time point (Figure 7D, Supplementary file 1D). However, no changes in *mag-1*^+^ cells were apparent at this time (Figure 7D, Supplementary file 1D), indicating that similar to the case of the anterior head tip, PCG pattern changes precede differentiated tissue shifts at the posterior extremity of *nr4A(RNAi)* animals.

Even after just one week of *nr4A* RNAi, we observed a quantifiable increase in the distance between *notum*^+^ cells and the head apex (Figure 8A, Figure 8—figure supplement 1A, non-irradiated). Lethal irradiation kills the cycling cells (neoblasts) that are responsible for the production of all planarian cell types (Bardeen and Baetjer, 1904; Dubois, 1949; Reddien et al., 2005). Irradiation suppressed this earliest detectable posterior shift of *notum*^+^ cells in *nr4A(RNAi)* animals, demonstrating that anterior-pole changes were neoblast-dependent (Figure 8A, Figure 8—figure supplement 1A irradiated). SMEDWI-1 is a protein that persists in newly differentiated neoblast progeny (Guo et al., 2006). SMEDWI-1^+^ ectopic anterior pole cells were present at both early (2 weeks) and late (9 weeks) *nr4A* RNAi time points (Figure 8B), further indicating that new anterior pole cells are continually being targeted to ectopically posterior regions in *nr4A(RNAi)* animals. Relative to the original eyes, the anterior pole cells progressively appeared more posteriorly (Figures 3A, 7A and 8A).

**Figure 8.**
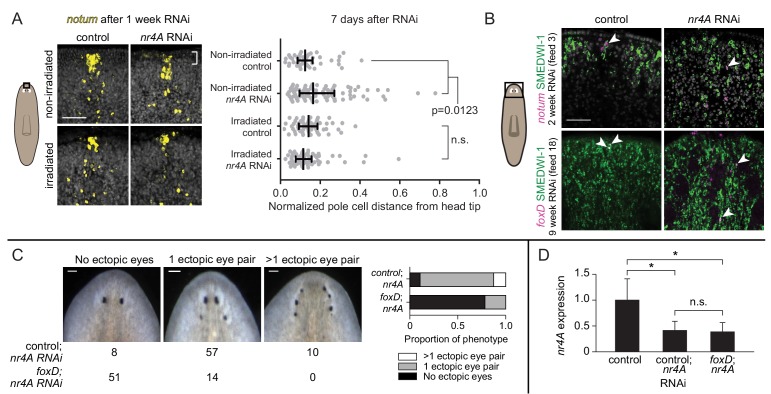
Anterior pole cells shift early and contribute to the head patterning phenotype in *nr4A(RNAi)* animals. (**A**) Expression of *notum* by FISH in animals fixed 7 days after a single *nr4A* or control(RNAi) feeding and 8 days after lethal gamma irradiation. Distances of individual anterior pole cells to head apex were normalized to distances between the eyes within each animal (Figure 8—source data 1). Statistical comparisons were done with Kruskal-Wallis test with Dunn’s multiple comparisons test. Scale bar represents 50 μm. (**B**) FISH with *notum* or *foxD* probe and SMEDWI-1-antibody labeling in the head after 2 and 9 weeks of RNAi. Arrow heads indicate *notum*^+^; SMEDWI-1^+^ or *foxD*^+^; SMEDWI-1^+^ cells. Scale bar represents 50 μm. (**C**) *foxD; nr4A* double RNAi phenotype scoring. Representative live images of animals within each phenotypic category (no ectopic eyes, one ectopic eye pair, and more than one ectopic eye pair) are shown. Numbers of animals with each phenotype in control; *nr4A* and *foxD; nr4A* RNAi are displayed below, with graphic representation of phenotype proportions on the right. Differences in the number of animals seen in each phenotypic category between control; *nr4A* and *foxD; nr4A* RNAi were statistically significant (chi-squared = 67, p<0.00001, df = 2). Scale bars represent 150 μm. (**D**) qPCR quantification of *nr4A* expression in control, control; *nr4A*, and *foxD; nr4A* RNAi in uninjured animals. Statistical comparisons were done with Brown-Forsythe and Welch ANOVA tests with Dunnett’s T3 multiple comparisons test. * = p<0.05. n.s. = not significant at a level of 0.05 for all quantifications. Area imaged is indicated by the box in the cartoon on the left for panels A and B. All images are representative of results seen in at least four animals per panel. 10.7554/eLife.42015.031Figure 8—source data 1.Quantification of anterior pole cell distance from head apex, normalized to inter-eye distance in each animal.

**Figure 8—figure supplement 1.**
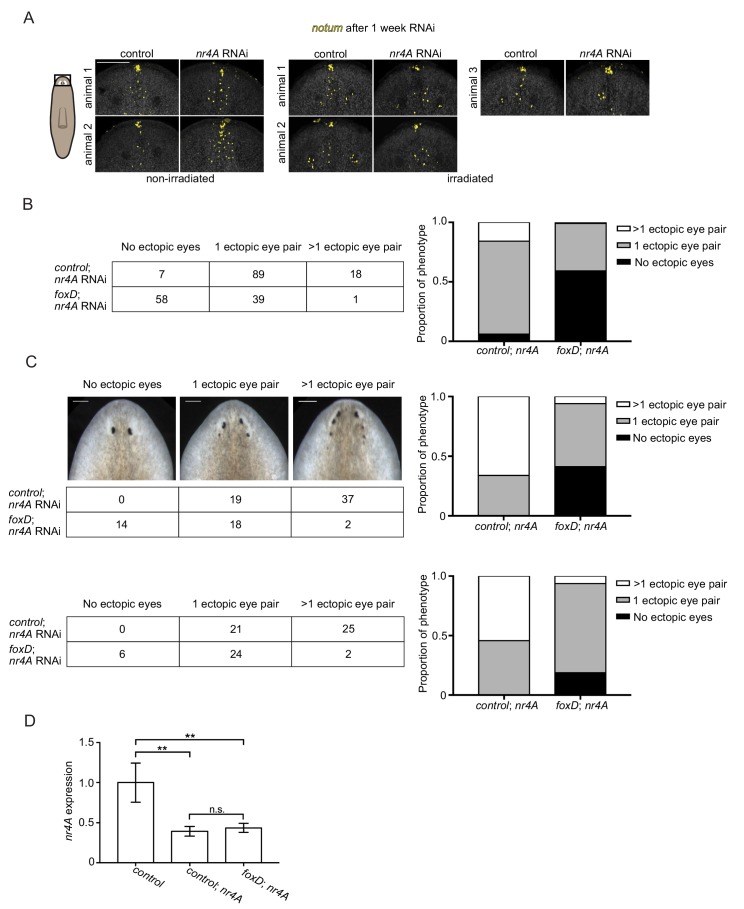
Anterior pole shift, a neoblast-dependent process, is important for ectopic eye formation in *nr4A* RNAi. (**A**) Early anterior pole shift in *nr4A* RNAi is repressed by irradiation. Additional representative images of *notum* expression by fluorescence *in situ* hybridization in animals fixed 7 days after a single *nr4A* or control(RNAi) feeding and 8 days after lethal gamma irradiation. Area imaged is indicated by the box in the cartoon on the left. Scale bar represents 100 μm. (**B**) Biological replicate of *foxD; nr4A* double RNAi in uninjured animals. Table shows numbers of animals seen in each phenotypic category (no ectopic eyes, one ectopic eye pair, and more than one ectopic eye pair) in each of the double RNAi groups (control; *nr4A* and *foxD; nr4A* RNAi), with graphic representation on the right. Differences in the number of animals seen in each phenotypic category between control; *nr4A* and *foxD; nr4A* RNAi were statistically significant (chi-squared = 74, p<0.00001). (**C**) *foxD; nr4A* double RNAi phenotype scoring in animals with anterior poles excised prior to initiation of *nr4A* RNAi. Representative live images of animals within each phenotypic category are shown. Numbers of animals with each phenotype are tabulated below, with graphic representation of the proportion of each phenotype on the right. Differences in the number of animals seen in each phenotypic category between control; *nr4A* and *foxD; nr4A* RNAi were statistically significant (chi-squared = 43, p<0.00001). Scale bars represent 150 μm. Biological replicate is shown below (chi-squared = 24, p<0.00001). (**D**) qPCR quantification of *nr4A* expression in control, control; *nr4A*, and *foxD; nr4A* RNAi in animals with anterior poles excised prior to initiation of *nr4A* RNAi. Statistical comparisons were done with Brown-Forsythe and Welch ANOVA tests with Dunnett’s T3 multiple comparisons test. ** = p<0.005. n.s. = not significant at a level of 0.05. Images are representative of results seen in at least four animals per panel.

### Anterior-pole shifting impacts head pattern alteration in *nr4A(RNAi)* animals

Evidence suggests that the anterior pole has organizer-like activity that can induce surrounding cells to adopt head tip identity (Scimone et al., 2014; Vásquez-Doorman and Petersen, 2014; Vogg et al., 2014; Oderberg et al., 2017). We hypothesized that rapid changes in anterior-pole-cell distribution following *nr4A* inhibition could be an important component in the development of the *nr4A(RNAi)* patterning phenotype. New anterior pole cell formation requires the gene *foxD* (Scimone et al., 2014; Vogg et al., 2014), providing a method to genetically ablate the anterior pole. Uninjured animals were subjected to either *foxD* or control RNAi for 6 weeks to eliminate the anterior pole (a subgroup, "pole-cut animals", was subjected to head tip excision to facilitate anterior pole removal). Subsequently, *nr4A* RNAi was added to *foxD* and control(RNAi) groups (10 weeks of *nr4A* RNAi for intact animals and 12 weeks for pole-cut animals) to assess whether ectopic pole cell placement was required for the *nr4A(RNAi)* phenotype. A greater proportion of *foxD*; *nr4A(RNAi)* animals lacked ectopic eyes than did control; *nr4A(RNAi)* animals (Figure 8C). This result was consistently observed in intact and pole-cut animal groups, and in biological replicates (Figure 8—figure supplement 1B,C). qPCR of animals at the end of the double RNAi period showed similar levels of *nr4A* expression inhibition between *foxD*; *nr4A(RNAi)* and control; *nr4A(RNAi)* groups (Figure 8D, Figure 8—figure supplement 1D). Taken together with the fact that a posterior shift in anterior pole cells was the earliest observed change in *nr4A(RNAi)* animals, these results indicate that the head patterning defects of *nr4A* RNAi are mediated, at least in part, by the mis-positioning of anterior pole cells.

### Head tissue pattern fails to reach a stable state in *nr4A(RNAi)* animals

The iterative appearance of ectopic eyes in *nr4A(RNAi)* animals prompted us to ask if a stable, but different, tissue pattern ever emerged in these animals. Tracking the fates of the eyes in individual animals after extended periods of continuous *nr4A* inhibition (as long as 21 weeks) showed that the original eyes (and even older ectopic eyes) eventually faded and disappeared at the head tip as the phenotype progressed (Figure 9A, Figure 9—figure supplement 1). As this process unfolded, eye progenitors iteratively shifted their targeting to the most posterior set of eyes, leaving the anterior eyes to decay. Specifically, there were significantly more new eye cells (*opsin*^+^; SMEDWI^+^) in the newest (posterior) ectopic eyes than in older (more anterior) ectopic eyes (Figure 9B). The numbers of new eye cells produced in a given unit of time were similar between the eyes of control animals and the newest, posterior ectopic eyes in *nr4A(RNAi)* animals (Figure 9B). These findings suggest that eye progenitor targeting continued to shift posteriorly after *nr4A* inhibition, iteratively producing ectopic eyes without reaching a stable tissue-pattern state.

**Figure 9.**
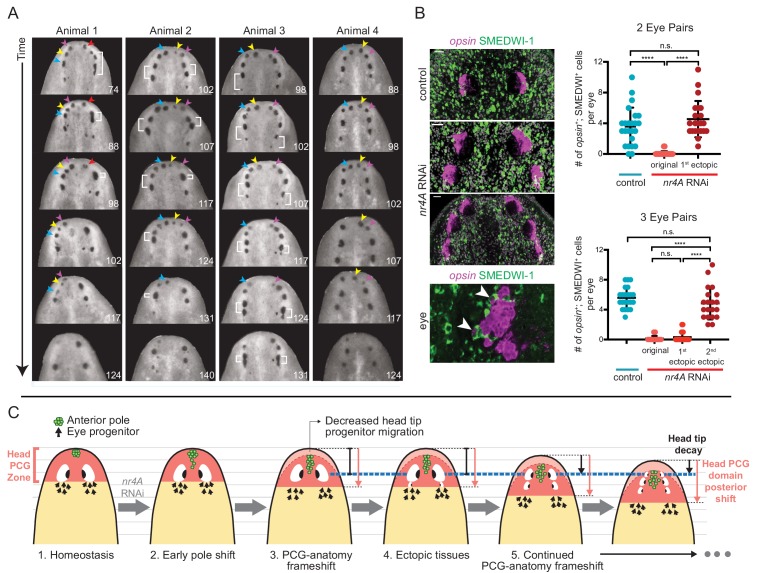
*nr4A* RNAi leads to patterning that fails to reach a stable state. (**A**) Disappearance and fusion of eyes after many weeks of *nr4A* RNAi. Single animals were separated and individually imaged over the course of long-term *nr4A* RNAi. The number of days of RNAi at the time image was taken is at the bottom right of each image. Eyes crowded near the head tip in *nr4A(RNAi)* animals were observed to disappear (colored arrow heads in frames in which they appear) or fuse (white brackets). (**B**) Progenitor incorporation into the eyes of RNAi animals. Newly incorporated (*opsin*^+^; SMEDWI-1^+^) cells in each eye were quantified in control, 2-eye-pair *nr4A(RNAi)* animals, and 3-eye-pair *nr4A(RNAi)* animals (Figure 9—source data 1), with representative images of the eyes in each group of animals shown. A magnified image of an eye with *opsin*^+^; SMEDWI-1^+^ cells (arrow heads) is shown at the bottom. Double-positive cells were included in the count if located within the eye itself or within approximately one cell diameter of the eye. Statistical comparisons were done with Brown-Forsythe and Welch ANOVA tests with Dunnett’s T3 multiple comparisons test. n.s. = not significant at a level of 0.05. **** = p<0.0001. (**C**) *nr4A(RNAi)* phenotype model (animals aligned by the position of the original eyes, marked by the blue dotted line): *nr4A* RNAi causes an early posterior shift in anterior pole (green) cells followed by a similar shift in other head PCG domains (red zone), and formation of new tissues at ectopically posterior positions with respect to the original anatomy (e.g., posterior ectopic eyes). As PCG domains continue to shift in relation to anatomy, this process continues iteratively throughout *nr4A* inhibition. Refer to Discussion for a more detailed description. 10.7554/eLife.42015.034Figure 9—source data 1.SMEDWI-1+; *opsin*+ cell quantification in eyes of control and *nr4A(RNAi)* animals.

**Figure 9—figure supplement 1.**
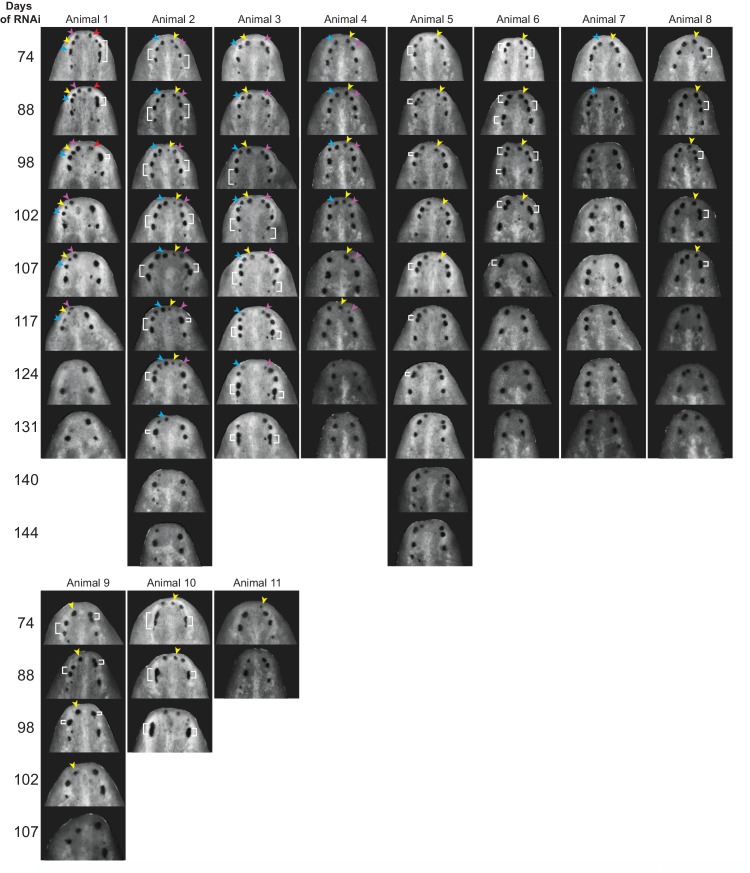
Anterior eyes disappear and fuse in long-term *nr4A* RNAi. Time course of long-term *nr4A* RNAi cataloging instances of eye disappearance and fusion. Single *nr4A(RNAi)* animals were separated and individually imaged over time. Eyes crowded near the head tip in *nr4A(RNAi)* animals were observed to disappear (colored arrow heads in frames in which they appear) or fuse (white brackets).

## Discussion

### Anterior- and posterior-pole transcriptomes

The planarian anterior and posterior poles have been the subjects of recent intense study because of their roles in patterning the head and tail (Reddien, 2011; Owlarn and Bartscherer, 2016; Reddien, 2018). The poles are specialized muscle cells localized at the midline and at the extreme ends of the AP axis and are specified by transcription factors as discrete structures at the animal ends. Given the role for poles in influencing the pattern of neighboring tissues, the poles have been regarded as organizers in planarian regeneration (Hayashi et al., 2011; Currie and Pearson, 2013; März et al., 2013; Scimone et al., 2014; Vásquez-Doorman and Petersen, 2014; Vogg et al., 2014; Vogg et al., 2016).

Using bulk and single-cell RNA sequencing, we identified many new genes expressed in the anterior and posterior poles, including genes expressed in both poles that suggest functional similarities in these cells. For example, dd_13188 (*kallmann1*) is expressed highly specifically in both poles and encodes an extracellular matrix protein implicated in olfactory neuron migration in humans (Rugarli et al., 1993; Rugarli, 1999). Genes with unique functions in organizers in development and regeneration are of interest for understanding how these regions form and pattern neighboring tissue, and RNA-sequencing approaches like the one defined here could identify the transcriptomes of these regulatory regions of embryos and animals broadly.

### *nr4A* is a muscle-expressed transcription factor required for patterning

Planarian *nr4A* is specifically expressed in muscle and is required for AP axial patterning. *nr4A* genes are widely conserved in the animal kingdom, and to our knowledge this is the first report of a role in tissue patterning for a member of the NR4A-family of nuclear receptors. The most striking aspect of the activity of *nr4A* in planarians is its role in homeostatic patterning at both ends of the AP axis. Patterning phenotypes affecting both ends of the AP axis of animals are rare. In planarians, *islet1* is known to be required for both anterior and posterior pole formation (Hayashi et al., 2011; März et al., 2013). Here, we find a unique patterning phenotype affecting pole positioning and differentiated tissue pattern at both extreme ends of the AP axis.

NR4A-subfamily members belong to the broader superfamily of nuclear receptors specific to metazoans (Bridgham et al., 2010; Escriva et al., 2004). Although members of many other subfamilies of nuclear receptors bind to steroid hormones, retinoic acids, fatty acids, and prostaglandins, NR4A-family members are orphan receptors that have been proposed to regulate transcription in a ligand-independent manner (Paulsen et al., 1992; Bridgham et al., 2010). Whereas vertebrates possess three NR4A members (NR4A1, NR4A2, and NR4A3), many protostomes have only one (Bertrand et al., 2004). DHR38, the *Drosophila* NR4A ortholog, mediates an atypical ligand-independent ecdysteroid-signaling pathway responsible for molting and metamorphosis (Baker et al., 2003). In vertebrates, three members of the *NR4A* family are immediate-early stress response genes induced by a host of physiological signals such as growth factors, cytokines, prostaglandins, neurotransmitters, and phorbol esters (Maxwell and Muscat, 2006; Safe et al., 2016). *NR4A1*, *NR4A2*, and *NR4A3* are expressed in a variety of tissues, such as the brain, liver, gonads, skeletal muscle, kidney, fat, lung, and endocrine glands (Maxwell and Muscat, 2006). In the fields of developmental biology and regeneration, little is known about the role of NR4A transcription factors. *nr4A* was expressed strongly in the planarian head and tail, but was also expressed in muscle cells throughout the body. After amputation, *nr4A* was upregulated at anterior-facing wounds, with timing similar to anterior PCGs, and at posterior-facing wounds, with timing similar to posterior PCGs. RNA-sequencing data from *nr4A(RNAi)* animals revealed that many of the genes dependent on *nr4A* for their expression were specifically expressed in muscle cells, the majority of which encode extracellular matrix (ECM) components (collagens and metalloproteinase) and signaling proteins. Several of these genes predicted to encode ECM components displayed enriched expression in both the head and tail tips. Although it is unknown which genes are direct transcriptional targets of the NR4A protein, genes that experienced changes in expression early in the course of RNAi are more likely to be directly dependent on *nr4A.*

### A phenotype that fails to reach a stable pattern

The planarian AP axis is associated with a continuum of distinct and overlapping PCG expression domains (Forsthoefel and Newmark, 2009; Adell et al., 2010; Reddien, 2011). PCGs promote the production of varying cell types and tissue patterns along the AP axis, for example by promoting eye formation in the head and pharynx formation in the midbody (Lander and Petersen, 2016; Scimone et al., 2016). Progenitors for differentiated tissues are specified by the expression of TF genes in neoblasts, generating specialized neoblasts (Reddien, 2013; Zhu and Pearson, 2016). These specialized neoblasts are specified coarsely on the AP axis and produce progenitors that migrate to specific locations or "target zones" (TZs) (Atabay et al., 2018). For example, eye-specialized neoblasts are specified broadly in the head and pre-pharyngeal regions and migrate to precise locations in the head where eyes form and are maintained (Lapan and Reddien, 2011; Lapan and Reddien, 2012). Altering PCG pattern with RNAi can result in mis-targeting of progenitors. For example, inhibition of the laterally expressed *wnt5* gene causes eye progenitors to be targeted more laterally than in the wild type, resulting in ectopic lateral eyes (Atabay et al., 2018). In addition to migratory targeting of progenitors by extrinsic cues, self-organization of progenitors into their target organ/tissue has a major influence on progenitor targeting (Atabay et al., 2018). For example, in instances when an organ and the PCG pattern are discordant (such as during morphallaxis), progenitors can be incorporated into such an organ despite the fact that it is in the incorrect position (Atabay et al., 2018; Hill and Petersen, 2018).

We propose a model for the *nr4A(RNAi)* phenotype based upon this prior knowledge and the work presented here. The model involves ectopically posterior tissues in the head and ectopically anterior tissues in the tail manifesting from shifts of the AP positional information away from AP axis ends. This model is described in Figure 9C and below: Focusing on the head, the AP PCG axis terminus demarcated by the anterior pole shifts internally from the AP anatomical terminus (the head tip) in *nr4A(RNAi)* animals. These pole cells influence gene expression in neighboring muscle so that the entire PCG pattern for the head shifts posteriorly. This results in an animal with a frameshift between the positional information map and the anatomy (Figure 9C). PCG expression shifting changes the target-zone locations for progenitors. For example, once the target zone for the eye has shifted sufficiently posterior to avoid the self-organizing influence of the original eyes, ectopic posterior eyes appear (Figure 9C). At this point the original eyes stop receiving progenitors and shrink, as was observed. The head tip shrinks for similar reasons - without the PCG extremity zone coincident with the head tip, less progenitor targeting to the tip leads to its decay during natural tissue turnover (Figure 9C).

This patterning abnormality continues in an iterative process: new sets of posterior eyes continue to appear and anterior eye sets and the head tip shrink. What underlies this iterative process? We propose that the continuous out-of-register placement of pattern-organizing cells (new pole cells that are part of naturally occurring tissue turnover) in relation to the rest of positional information underlies this process (Figure 9C). Anterior pole progenitors would continue to be targeted too posteriorly in the changing PCG map. This continues to influence PCG pattern, shifting it even farther posteriorly. Consequently, the extremity continues to decay and the target zone for eye progenitors continues to move posteriorly, with sets of eyes iteratively appearing posteriorly, and anterior sets of eyes decaying because of a lack of progenitor targeting for their renewal. Tracking new eye progenitor incorporation supported this model (Figure 9B). This process would continuously occur, with equilibrium between PCG pattern and anatomy pattern not attainable. This novel type of patterning phenotype suggests that breaking the concordance between new pattern-organizing cells and pattern itself can lead to a phenotype of continuous pattern-anatomy shifting.

This model depends on PCG-pattern shifts preceding differentiated tissue changes, as was observed. As early as one week after *nr4A* RNAi, the anterior pole began to shift away from the head tip, followed by the posterior pole shifting away from the tail tip at 3 weeks of RNAi. Between 3 and 4 weeks of RNAi, a host of other head and tail PCGs became progressively excluded from head and tail tips. Ectopic eyes, gland, or DV-boundary epidermal cells all appeared later, between 6 and 12 weeks of RNAi. This model is also supported by the finding that ectopic anterior pole cells in *nr4A(RNAi)* animals were newly specified from neoblasts and were required for the *nr4A(RNAi)* phenotype. Ultimately, muscle progenitor targeting to the head tip was reduced in *nr4A(RNAi)* animals, but this occurred after pole and other PCG pattern shifts initiated. This reduction could reflect a general defect in head tip targeting of muscle and other progenitors, perhaps first manifested by the shift in pole progenitor placement, which triggered pattern changes in head muscle.

The *nr4A(RNAi)* phenotype is distinct from prior RNAi phenotypes affecting the number of planarians eyes or pattern at the ends of the AP axis. Unlike *notum* RNAi in uninjured animals, which results in anterior ectopic eyes (Atabay et al., 2018; Hill and Petersen, 2018), *nr4A* RNAi generates posterior ectopic eyes. In *ndk* RNAi, ectopic eyes appear in very posterior regions (including the trunk and tail) (Cebrià et al., 2002), whereas in *nr4A* RNAi, ectopic posterior eyes are restricted to the head. Furthermore, *ndk* RNAi does not lead to a posterior shift in the anterior pole (Scimone et al., 2016). Finally, although *islet1* inhibition also affects both poles, its patterning defect during regeneration (versus during homeostasis for *nr4A* RNAi) leads to midline collapse (e.g., cyclopia) (Hayashi et al., 2011; März et al., 2013) that is not observed in *nr4A(RNAi)* animals.

Why would the iterative tissue treadmill-like process of the *nr4A(RNAi)* phenotype stay regionally restricted, without progressing through the body? Whereas PCG expression in the head tip retracted posteriorly, expression boundaries of PCGs outside of the head (e.g., the posterior expression boundary of *ndl-2, ndl-5,* and *wnt2*) did not move posteriorly. Therefore, if head progenitors in general are still made at normal rates (as seen for eye progenitors), one possibility is that more progenitor targeting towards the posterior head could result in growth counterbalancing head tip shrinking.

Our findings regarding the *nr4A(RNAi)* phenotype are consistent with and provide additional evidence for the presence of PCG-defined progenitor target zones that both maintain proper tissue structures during homeostasis and instruct tissue formation at new locations as PCG zones shift, for example, in regeneration (Atabay et al., 2018; Hill and Petersen, 2018). Together, our data show that *nr4A* is necessary to maintain the correct location of both the anterior- and posterior-PCG expression zones, consequently maintaining the proper pattern of positional information and differentiated tissues in the head and the tail. We conclude that *nr4A* is a novel adult patterning gene that helps muscle promote the patterning of both the anterior and posterior extreme ends of the primary planarian body axis.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Schmidtea mediterranea*)	*nr4A*; dd_9565 (*col21a1*); dd_3902 (*mmp19*); dd_2972; dd_11683 (*ca12*); dd_508; dd_950 (*vim*); dd_9677 (*pcdh11y*); dd_1706 (*psapl1*); dd_2736 (*hspb1*); dd_11601 (*qki*)	This paper	RRID: NCBITaxon:79327	New *Schmidtea mediterranea* genes (*nr4A* and *nr4A*-regulated genes) cloned in this paper. See Supplementary file 1F for primer sequences.
Strain, strain background (ClW4 clonal line)	Asexual strain of *Schmidtea mediterranea*	NA	RRID: NCBITaxon:79327	All animals used in this study
Antibody	rabbit anti-SMEDWI-1 polyclonal antibody	Guo et al., 2006	RRID: AB_2797418	1:1000 dilution
Antibody	anti-muscle mouse monoclonal 6G10	Ross et al., 2015 (DSHB Hybridoma Product 6G10-2C7)	RRID: AB_2619613	1:1000 dilution, antibody used for muscle fiber staining
Commercial assay or kit	TruSeq RNA Library Prep Kit V2	Illumina	RS-122–2001, RS-122–2002	Used for bulk RNA sequencing
Commercial assay or kit	Nextera XT DNA Library Preparation Kit	Illumina	FC-131–1002	Used for single-cell RNA sequencing DNA library construction
Commercial assay or kit	ApopTag Red In Situ Apoptosis Detection Kit	Millipore	S7165	Used for TUNEL staining
Chemical compound, drug	F-ara-EdU	Sigma-Aldrich	T511293	Used for EdU labeling
Software, algorithm	Prism 8	GraphPad	RRID: SCR_002798	Used for all statistical analyses
Software, algorithm	Fiji/ImageJ	NIH, public	RRID: SCR_002285	Used for all image contrast adjustment and cell, muscle fiber, and PCG domain quantification
Software, algorithm	SCDE	Kharchenko et al., 2014	RRID: SCR_015952	Used in single-cell RNA sequencing differential expression analysis
Software, algorithm	DESeq	Anders and Huber, 2010	RRID: SCR_000154	Used in bulk RNA sequencing differential expression analysis
Software, algorithm	MacVector	MacVector, Inc	RRID: SCR_015700	Used to align protein sequences
Software, algorithm	ClustalX	Clustal	RRID: SCR_017055	Used to create .phy protein sequence alignment files

### Animals

Asexual strain CIW4 of *Schmidtea mediterranea* (RRID: NCBITaxon:79327) was used for all experiments. Animals were starved 7–14 days before experiments.

### Bulk RNA sequencing

Cut animal fragments were diced with a scalpel, homogenized using Qiagen TissueLyser III, and RNA was extracted using TRIzol (Life Technologies) according to the manufacturer’s protocol. Between 0.5 and 1 μg of RNA was used for cDNA sequencing library synthesis using TruSeq RNA Library Prep Kit V2 (Illumina) following the manufacturer’s protocol. Libraries were sequenced on Illumina HiSeq for an average sequencing depth of 20–30 million reads per replicate sample. Libraries were mapped to the dd_Smed_v4 transcriptome (http://planmine.mpi-cbg.de) using bowtie 1 (Langmead et al., 2009) with -best alignment parameter. Pairwise differential expression analysis was performed using DESeq (Anders and Huber, 2010) (RRID: SCR_000154). Sequencing data and DESeq analysis available in NCBI/GEO (accession GSE121048).

### Single-cell RNA sequencing and expression analysis

Cut animal fragments were diced with a scalpel, macerated with collagenase treatment, stained with Hoechst (1:25) and propidium iodide (1:5000) and 2C (differentiated, non-dividing) viable (Hoechst^+^; propidium iodide^-^) cells were sorted (Hayashi et al., 2006) one cell per well by fluorescence activated cell sorting on 96-well plates containing 5 μL of Buffer TCL with 1% 2-mercaptoethanol. Single-cell RNA sequencing libraries were prepared via the SmartSeq2 method, as previously described (Picelli et al., 2013; Picelli et al., 2014). Briefly, a poly-dT oligo and a template-switching oligo were used for reverse transcription. After cDNA amplification, single-cell cDNA libraries were fragmented and tagged using the Nextera XT kit (Illumina). Single-cell cDNA libraries were then qRT-PCR screened for *wnt1* and *collagen* expression with the primers provided in Supplementary file 1F. Posterior pole cells with *wnt1* expression (11) and muscle cells with *collagen* but no *wnt1* expression (90) were selected for were sequencing on Illumina HiSeq for an average of 1–2 million reads per cell. Differential expression analysis of gene expression between pole cells and non-pole cells was performed using the Single-Cell Differential Expression (SCDE, RRID: SCR_015952) method, as described (Kharchenko et al., 2014). Sequencing data and SCDE analysis available in NCBI/GEO (accession GSE121048).

### Gene nomenclature

Previously published and homology-verified planarian genes are in lowercase italics by themselves. Genes not analyzed for homology by phylogenetics but that have strong (E-value <0.05) human best-BLAST matches have gene identifiers with "dd_" followed by their Smedv4.1 Dresden transcriptome assembly contig number and italicized human best-BLAST match in parentheses. Genes that only have Dresden transcriptome assembly contig identifiers have no human, mouse, or *C. elegans* best BLAST matches.

### Phylogenetic analysis

Nuclear receptor family phylogenetic tree was constructed from 114 total protein sequences (including the translated *Schmidtea mediterranea* dd_12229 *nr4*A mRNA sequence) from representative nuclear receptors of all six nuclear receptor subfamilies from eight different species plus *Schmidtea mediterranea*. Their accession numbers are in Supplementary file 1G. Protein sequences were aligned by their conserved DNA-binding and ligand-binding domains via maximum likelihood method using PhyML with 1000 bootstrap replicates. Trees were visualized and formatted in FigTree.

### Gene cloning

Primers used to clone *nr4A* and its targets are listed in Supplementary file 1F. Genes were cloned from cDNA into the pGEM vector (Promega) and transformed into *E. coli* DH10B by heat shock. Bacteria were plated on agarose plates containing 1:500 carbenicillin, 1:200 Isopropylthio-β-D-galactoside (IPTG), and 1:625 5-bromo-4-chloro-3-indolyl-β-D-galactopyranoside (X-gal) for overnight growth. Colonies were screened by colony PCR and gel electrophoresis. Plasmids were extracted from positive (white) colonies and subsequently validated by Sanger sequencing.

Single RNAi dsRNA was transcribed in vitro (Promega reagents) from PCR-generated templates with flanking T7 promoters. It was then precipitated in ethanol, annealed after resuspension in water, and mixed with planarian food (liver). Each animal was fed 2 µL of the liver containing 4–7 µL/mL dsRNA twice every week, with 2–3 days between each feeding. Animals were then fixed seven days after the last feeding. The total amount of dsRNA per feeding per animal was kept constant as described before. Control RNAi used dsRNA against the *C. elegans unc-22* transcript.

### In situ Hybridizations

WISH with nitro blue tetrazolium/5-bromo-4-chloro-3-indolyl phosphate (NBT/BCIP) was performed as described (Pearson et al., 2009). FISH and post-antibody binding washes and tyramide development were performed as described (King and Newmark, 2013). Briefly, animals were killed in 5% NAC and treated with proteinase K (2 μg/ml). Animals were hybridized with RNA probes at 1:800 dilution overnight at 56°C. Samples were then washed twice in pre-hybridization buffer, 1:1 pre-hybridization: 2X SSC, 2X SSC, 0.2X SSC, and PBS with Triton-X (PBST) in that sequence. Blocking was performed in 5% Western Blocking Reagent (Roche) plus 5% heat-inactivated horse serum diluted in PBST solution when anti-DIG, anti-FITC, or anti-DNP antibodies were used. Post-antibody binding washes and tyramide development were performed as described (King and Newmark, 2013). Light images were taken with a Zeiss Discovery Microscope. Fluorescent images were taken with a Zeiss LSM700 Confocal Microscope. Fiji/ImageJ (RRID: SCR_002285) was used for FISH co-localization analyses and PCG domain quantifications.

### Immunostaining

Animals were fixed in 4% formaldehyde solution as for in situ hybridization and treated as described (King and Newmark, 2013). The muscle antibody 6G10 (Ross et al., 2015) (RRID: AB_2619613) was used at 1:1000 dilution in PBSTB (0.1% TritonX, 0.1% BSA), and an anti-mouse-Alexa conjugated antibody (Life Technologies) was used at a 1:500 dilution. The rabbit anti-SMEDWI-antibody (RRID: AB_2797418) was used at 1:1000 dilution in PBSTx (0.1% TritonX) with 10% horse serum, and an anti-rabbit-HRP antibody was used at 1:300 dilution in PBSTx (0.1% TritonX) with 10% horse serum.

### Cell and expression domain quantification

All quantification was performed in a condition-blind manner. Statistical analyses were done using Welch’s *t*-tests for comparisons between two groups or using Brown-Forsythe and Welch ANOVA tests with Dunnett’s T3 multiple comparisons test for comparisons involving more than two groups, unless otherwise specified. For the proportion of muscle cells expressing *nr4A*, the number *collagen*^+^; *nr4A^ +^* cells was divided by the number of *collagen^+^* cells in head tip, pre-pharyngeal region, and tail tip in a 200 μm by 200 μm area through a 15 μm stack (Figure 4—source data 1). The number circular and longitudinal muscle fibers in each animal was counted within a 100 μm x 100 μm image area (Figure 6—source data 1, Figure 6—figure supplement 1—source data 1). For muscle cell quantification, *collagen*^+^ cells were counted in a in a 190 μm wide by 125 μm high rectangular area centered around the midline of the tip of the heads and tails in size-matched control and *nr4A(RNAi)* animals (at least four animals per condition), through the entire thickness (DV axis) of the animal (Figure 6—source data 2). The numbers of EdU^+^; *collagen*^+^ and EdU^+^ cells were counted in size- and location-matched areas in control and *nr4A(RNAi)* animals through a 72 μm stack for head, posterior head, and tail regions, and a 33 μm stack in the trunk regions (Figure 6—source data 3, Figure 6—figure supplement 1—source data 2). Quantification of TUNEL^+^ cells was done in size- and location-matched head tip areas in control and *nr4A(RNAi)* animals through the entire thickness (DV axis) of the animal (Figure 6—figure supplement 1—source data 3). Quantification of PCG expression domain shifts between control and *nr4A(RNAi)* animals was done in ImageJ (at least three animals per condition) (Supplementary file 1D). Before PCG domain quantification, animal eyes were occluded by black boxes to de-identify their RNAi condition when possible. Images were then randomized and the positions of the anterior or posterior boundaries of PCG expression domains were designated by another individual drawing lines at the boundaries. Distances between the midpoint of the boundary lines to head tip, anterior edge of original eyes, or tail tip were calculated and normalized to animal length. For *sFRP-1*, *wnt11-1*, and *wnt11-2*, curves following their expression boundaries were drawn and areas of their expression domains were calculated and normalized to the entire area of their respective animals. A one-tailed Welch’s *t*-test was used to test for PCG boundary recession in *nr4A(RNAi)* animals. The presence of *wnt11-2* cluster of expression at the tail tip was blindly scored as present or absent, and a Fisher’s Exact Test was used for statistical analysis. For anterior-pole-to-head-tip quantifications after one week of RNAi, the distance of each *notum*^+^; *collagen*^+^ cell to the apex of the head was measured on Fiji/ImageJ. This distance was divided by the distance between the eyes within each animal for normalization (Figure 8—source data 1). Kruskal-Wallis test with Dunn’s multiple comparisons test was used for statistical analysis of anterior-pole-cell-to-head-apex distances between control and *nr4A(RNAi)* animals (at least five animals per condition). For newly incorporated eye cell quantifications, all *opsin*^+^; SMEDWI-1^+^ cells in each eye were counted in control, 2-eye-pair *nr4A(RNAi)* animals, and 3-eye-pair *nr4A(RNAi)* animals (Figure 9—source data 1). Cells were included in the count if located within the eye itself or within approximately one cell diameter of the eye.

### RNA sequencing following *nr4A* RNAi

Heads and tails of animals subjected to 2, 3, 4, and 5 weeks of control or *nr4A* RNAi were surgically isolated and separately processed for RNA sequencing (Figure 5A), as described in Bulk RNA sequencing in Materials and methods. Three biological replicates of heads and tails were collected per time point, with six animals pooled within each biological replicate. Gene expression in *nr4A(RNAi)* heads and tails were compared with gene expression in control(RNAi) heads and tails, respectively, within each RNAi time point, as described in Bulk RNA sequencing in Materilas and methods. Sequencing data and DESeq analysis available in NCBI/GEO (accession GSE121048).

### Double RNAi

Three RNAi groups, control RNAi, control; *nr4A* RNAi, and *foxD; nr4A *RNAi were selected to test the effect of genetic pole ablation on the *nr4A(RNAi)* phenotype. Control RNAi used dsRNA against the *C. elegans unc-22* transcript. Animals in the *foxD; nr4A(RNAi)* group were subjected to only *foxD* RNAi for 6 weeks (two feedings/week) before the addition of *nr4A* RNAi. During this initial single RNAi period, animals in control and control; *nr4A(RNAi)* groups received only control RNAi, with *nr4A* RNAi added to the *control; nr4A(RNAi)* group at the same time as the *nr4A* RNAi in the *foxD; nr4A(RNAi)* group. At the end of the single RNAi period, the anterior poles from some animals were excised with a scalpel as described for anterior pole sequencing. These pole-cut animals were allowed to recover for 3 days before initiating the double RNAi. Double RNAi was performed for a total of 10 weeks (with two feedings/week) for intact animals and 12 weeks for pole-cut animals, with one-half of the total amount of dsRNA being from each kind dsRNA (see single RNAi in Materials and methods). Two biological replicates of double RNAi with uninjured animals and two biological replicates of double RNAi with pole-cut animals were performed.

### qPCR

Six trunk fragments per biological triplicate were isolated for each of the RNAi groups (control, control; *nr4A*, and *foxD; nr4A*). The uninjured and pole-cut animal groups were analyzed separately. Tissues were homogenized using Qiagen TissueLyser III, and RNA was extracted using TRIzol according to the manufacturer’s protocol, and synthesized into cDNA with reverse transcriptase per manufacturer’s protocol. qPCR primers for *nr4A* (Supplementary file 1F) were designed to amplify regions outside of the dsRNA sequences for the respective genes. Primers for the housekeeping gene *gapdh* (Supplementary file 1F) were used for expression normalization. Expression levels were calculated by the double delta-Ct method, with normalized *nr4A* expression levels in control; *nr4A*, and *foxD; nr4A(RNAi)* groups compared to normalized *nr4A* expression levels in the control(RNAi) group.

### EdU labeling

F-ara-EdU (Sigma) dissolved in DMSO at 50 mg/mL was mixed with liver paste (3:1 liver: planarian water) for a final concentration of 0.5 mg/mL. Animals were fed once with EdU and liver mix and fixed 8 days after as in in situ hybridization. Development was performed with click chemistry, as described (Salic and Mitchison, 2008; Ji et al., 2017).

### TUNEL assay

ApopTag Red In Situ Apoptosis Detection Kit (Millipore) was used for the TUNEL assay. Animals were fixed as for in situ hybridization, incubated overnight at 37°C in terminal deoxynucleotidyl transferase diluted in reaction buffer, washed in stop/wash buffer, rinsed in PBST (0.3% TritonX), and blocked for 30 min in PBSTx containing 5% heat-inactivated horse serum and 5% Western Block Reagent (Roche). Animals were then developed in anti-digoxigenin rhodamine conjugate diluted in block solution overnight at 4°C in the dark.

### Irradiation

Animals were given lethal irradiation dosage of 6000 rads using a Gammacell 40 dual ^137^cesium source.

### Data availability

Bulk and single-cell RNAi sequencing of planarian poles, and bulk RNA sequencing of *nr4A* RNAi animal heads and tails. Li, DJ, McMann, CL, Reddien PW (2018) available at the NCBI Gene Expression Omnibus (Accession no.: GSE121048).

## Data Availability

Sequencing data and DESeq analysis have been deposited in GEO under accession code GSE121048. The following dataset was generated: LiDJ2019Nuclear receptor NR4A is required for patterning at the ends of the planarian anterior-posterior axisNCBI Gene Expression OmnibusGSE12104810.7554/eLife.42015PMC653438131025936

How the deposited data were processed for this re-analysis (not part of the article)

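RNA was sequenced from pieces taken at the head and at the tail. The animals had been fed double-stranded RNA against *nr4A* or, as the control, against *unc-22* of *C. elegans*, and the pieces were collected at weeks 2, 3, 4 and 5. Each of the 48 libraries was made from 6 pooled animals, with 3 libraries per tissue, week and RNAi group. The sample names of the tables give the RNAi group, the week and the replicate number of each column; the target is written nr4A1 in the head table and nr4A in the tail table, and both were taken as *nr4A*.

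The authors mapped the reads to the dd_Smed_v4 transcriptome with bowtie 1 and deposited, for each tissue, 24 columns of raw counts of reads per contig, which are whole numbers without normalization. They also deposited, for each tissue, a table of their own comparison of *nr4A* with control RNAi within each week with DESeq. Its signal values were made by the authors before deposition as group means of counts divided by DESeq size factors, per the file headers. The ratio and log2 ratio values were made by the authors from these group means, *nr4A* over control. The p-values, before and after adjustment within each week, were made by the authors with DESeq. The tables hold contigs with a control mean of at least 100, per the file names. The deposited comparison tables were used for the differences from the paper's values and, as a list of contigs, for an alternative filter.

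The head count table has 26566 rows and the tail count table 38633 rows with 26562 distinct IDs, since it keeps isoforms apart. Counts were summed over the rows of a contig number in both tissues, which gave 26402 contig numbers in the head and 26401 in the tail, 26401 of them in both. The 3 rows for mitochondrial RNA, 5S ribosomal RNA and unidentified reads of the head table were left out of the tests. The head libraries held 13800550 to 27491137 counts on contigs and the tail libraries 13395084 to 42917781. No 2 libraries of a tissue had identical counts.

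Counts were normalized by TMM and filtered with filterByExpr (minimum count 10, minimum total 15) in edgeR 4.0.16 under R 4.3.3. Differences were tested by edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment and an adjusted p threshold of 0.05. The 3 *nr4A(RNAi)* and 3 control libraries of a tissue and week were compared in 8 separate fits of 6 libraries. A contig counted as changed in a tissue when it passed the threshold in at least 1 week, with the sign of its log2 fold change in the week of its smallest adjusted p. The mean of the 4 weekly differences, and the difference of week 5 minus that of week 2, were tested in a fit of the 24 libraries of a tissue with 8 group means, and the mean difference in the head minus that in the tail in a fit of 48 libraries with 16 group means. These tests, the lists and the alternatives were chosen before the data were examined, apart from those named below.

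Lists of contigs were tested with camera in limma 3.58.1 at a preset correlation of 0.01 on the mean difference over the 4 weeks, with Benjamini-Hochberg adjustment over the 8 list tests: contigs of Supplementary file 1 with a collagen as best BLAST match, contigs named there as contractile proteins of muscle, contigs enriched in *nr4A*-positive muscle cells, contigs enriched at the anterior pole (head) and contigs enriched in posterior pole cells (tail), the last 3 without *nr4A* itself where it was listed. The collagen and contractile protein lists were also compared by an exact two-sided permutation test of the list median, or mean, of each library's log2 CPM (counts scaled to a common library size) over the 160000 relabellings of the libraries within weeks, for which the smallest p is 1.25e-05.

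The genes named in the text were chosen by a rule with 4 parts: genes that the text names for this experiment; patterning and pole genes of the text, where the paper or its files pair the name with a contig; in each tissue, the 5 contigs with the most negative and the 5 with the most positive mean log2 fold change among those past the threshold with the same sign in all 4 weeks; and single genes of Fig. 5A where a result is about them. Their directions in Fig. 5A and the enrichments in Supplementary file 1 had been seen when the rule was written. The names were paired with 25 contigs. No file pairs *ndl-2*, *wnt11-1*, *nlg-8*, *ndl-3*, *wnt2* or *bmp4* with a contig, and these genes were left out. The share of the changed genes that is enriched in muscle was not computed, since no file lists the muscle genes used for it.

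The alternatives were DESeq2-style size factors in place of TMM, no filter, a filter on a mean of 100 normalized counts, the contigs of the deposited comparison tables, all 24 libraries of a tissue in one fit for the weekly tests, the replicate number as a block, rows as deposited, DESeq2 1.42.0 in place of edgeR, fry or an estimated correlation in place of camera's preset correlation, and each of the 6 replicates left out in turn. A replicate left out was the library of that number and RNAi group in every week of a fit. In the fit of 48 libraries it was left out in both tissues. An added alternative, chosen after the data had been seen, took as a covariate the score of an expression component shared by heads and tails, with its loadings estimated in the other tissue. In the head at week 3, in the tail at week 5 and in the fits of 24 and 48 libraries, the component was also taken off each library as an offset, score times that loading; this test too was chosen after the data had been seen. Whether the replicate numbers pair the libraries was checked by the correlation of the residuals of the *nr4A(RNAi)* and control library of the same number, which was above 0.1 in 5 of 12 pairs in the head and in 8 of 12 in the tail. All 3 pairs were above 0.1 in the head at week 2 and in the tail at week 5, and at most 2 in each other week. As this did not hold for every pair, the number was used as a block only as an alternative.

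The steps were tested on simulated data with the means, library sizes and spreads of the real libraries, in which 200 contigs were changed by 1 on the log2 scale. In the simulation of all libraries, a further list of 12 contigs was lowered together by a smaller step, and both kinds are counted here as changed. For the mean over the 4 weeks, edgeR recovered 83.5% of 212 changed contigs tested in the head, with 6 false calls among 19412 contigs, and 90.2% of 204 in the tail, with 8 among 19394. The tests of week 5 against week 2 and of head against tail made 0 false calls where no difference was simulated. In that simulation a contig had the same spread in all 24 libraries of a tissue, and contigs were drawn independently. The real spread differed between weeks, and many contigs moved together in single libraries. These counts of false calls were not made under those conditions. Other groupings of the libraries were tested with 100 splits within weeks per tissue, 25 for the head against the tail and all 10 splits of 3 against 3 for each week. Figures were drawn with matplotlib 3.10.9.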

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

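The tests of week 5 against week 2 and of head against tail were planned; the other splits, the shared expression component, the thinning to one depth and the mitochondrial share in this part were chosen after the results were seen.

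The response to *nr4A* RNAi differed between week 5 and week 2 in 53 contigs in the head (44 more negative at week 5) and in 11 in the tail (10 more negative), which singles them out as a difference between time points. Among 100 splits of the libraries within weeks, 3 in the head and 1 in the tail, the real one included, gave at least as many contigs. These shares are under 0.05, at which a random grouping is excluded. In the head the exclusion is weak, since the 2 other splits gave 861 and 278 contigs. With the replicate number as a block, 0 contigs were called in the head and 4 in the tail; libraries of the same number had a correlation above 0.1 in all 3 pairs in the head at week 2 and in the tail at week 5, so that the head count does not hold under that fit. With the score of the shared component as a covariate, 53 of the 53 and 11 of the 11 were called again with the same sign, as were 46 of the 46 and 7 of the 7 with a loading when the component was taken off each library, which argues against that component as the cause. The counts moved when a replicate number was left out in all 4 weeks. In the head, 0 contigs were called without control replicate 1 or 2, and 1 without control replicate 3. There, 7 were called without *nr4A(RNAi)* replicate 1 and 2235 without *nr4A(RNAi)* replicate 3. In the tail, 5, 6 and 3 were called without control replicates 1, 2 and 3. Without *nr4A(RNAi)* replicate 1 it was 26, and without replicate 2 or 3 it was 5. The totals also moved with the shared component. With it taken off, 991 contigs with a loading were called in the head, 806 with a lower log2 fold change at week 5. In the tail 46 were called, 39 of them lower at week 5. A longer loss of *nr4A* is a biological explanation that the design names and that stays open, as does any difference in handling between the weeks, which the design confounds with time.

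The mean response differed between head and tail in 257 contigs (152 with a lower log2 fold change in the head). Of 25 splits within weeks and tissues, 1, the real one, gave as many, so that a random grouping can be excluded, and 256 of the 257 were called again with the component as a covariate, and 142 of the 159 with a loading when it was taken off each library. The count was 128, 84 and 86 without control replicates 1, 2 and 3, and 772 without *nr4A(RNAi)* replicate 1. With the component taken off, 461 contigs with a loading were called, 313 of them with a lower log2 fold change in the head. The tissue itself stays open as a biological explanation; gene length and GC content were not tested, since no contig sequences were available.

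The row for mitochondrial RNA, which the paper does not discuss, held 18.77% of the counts of *nr4A(RNAi)* head replicate 1 at week 5 (95% Wilson interval 18.75% to 18.78%, counting error only). This was more than in any control head, where the share ran from 12.43% to 13.45%. The shares of the *nr4A(RNAi)* heads ran from 12.6% to 18.8%. Within weeks, the share was 1.65 points higher in *nr4A(RNAi)* heads (exact permutation test, two-sided p = 0.00813, 0.0163 with Benjamini-Hochberg adjustment over 4 tests). The 4 libraries with the highest shares, replicate 2 at weeks 2 and 4 and replicates 1 and 2 at week 5, were also those with the highest scores on the shared component. After a line on that score, the share was still 0.576 points higher (exact permutation test, p = 0.000438, adjusted 0.00175), so that the component does not account for all of the difference. A higher share of mitochondrial transcripts in *nr4A(RNAi)* heads may be a response to the RNAi, or may come from how these fragments were taken or their RNA prepared; the tail table has no such row, and neither was tested further.

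Of the 964 contigs called in the head at week 3, 816 have no adjusted p under 0.05 in any week of the authors' deposited comparison, and of the 1815 called in the tail at week 5, 1724 have none; 71 of the 816 and 162 of the 1724 are not in the deposited comparison at all. Some are genes that the paper or its supplementary files name: *wntP-1*, *ndl-4*, *ndk*, *fz5/8-4* and dd_20026 in the head and *nr4A* in the tail. A difference in depth is not the whole cause: after all libraries were thinned to one depth, 774 of the 964 and 1362 of the 1815 were called again. Of the 10 splits of the 6 libraries, 1, the real one, gave as many contigs in each of these comparisons, and 10 splits cannot exclude a random grouping. The mean score of the shared expression component differed by -5.38 in the head at week 3 and by -3.20 in the tail at week 5, and 90 of the 964 and 152 of the 1815 were called again with the score as a covariate. A covariate decides little here, since the score goes with the group wholly in the head and in part in the tail, where *nr4A(RNAi)* replicate 1 (-2.94) lay above control replicate 1 (-3.57). The component was therefore also taken off each library, as score times the loading from the other tissue. In the tail, 1329 of the 1496 called contigs with a loading were called again, the correlation of fold changes with loadings was -0.16, and 987 of the 1496 (66.0%) had changed in the direction of the component, which argues against it as the whole cause. In the head, 460 of 816 were called again, the correlation was -0.40 and 705 of the 816 (86.4%) had changed in that direction, so that there the component cannot be told apart from the RNAi. Both comparisons called 400 contigs with a loading with the same sign, and 260 once the component was taken off; how much of the overlap of head and tail comes from the component cannot be told apart either, since it falls in both. Both comparisons have the smallest spread between libraries of their tissue, and they lost contigs with single libraries left out: 511, 611 and 561 without control replicates 1, 2 and 3 and 642 without *nr4A(RNAi)* replicate 2 in the head, and 802 and 1000 without control replicates 1 and 3 and 1013 without *nr4A(RNAi)* replicate 3 in the tail. A response to *nr4A* RNAi stays open in both, in the head beside the component.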

How the results depend on the processing

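The covariate on the shared expression component and the thinning to one depth were chosen after the results were seen; the other alternatives were planned. Unless a reason is given, the cause was not tested.

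With the size factors of DESeq2 in place of TMM, none of the counts moved by more than 1.5 times and no list changed its side of the threshold, and 111 of 112 results for named genes kept direction and side. Without a filter, 0 contigs were called in the head at week 5. With a filter on a mean of 100 normalized counts, which tests fewer contigs, 1 contig was called in the head at week 2 and 21 at week 5, 45 in the tail at week 4, and 169 differed between weeks 5 and 2 in the head; the median of the *nr4A*-positive muscle list in the head was -0.045 and past the threshold (camera p = 0.0238, n = 12 libraries per group). On the contigs of the deposited comparison tables, which are also fewer, 50 contigs were called in the tail at week 4 and 165 differed between the weeks in the head, and that list was at -0.043 (camera p = 0.0322, n = 12). Under these 2 filters *ndl-5* in the tail at week 4 reversed, to -0.0044 and -0.0040, with an adjusted p of 0.999 and 1. With rows as deposited, *follistatin* in the tail reversed to 0.045.

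With all 24 libraries of a tissue in one fit, 6, 48, 218 and 2546 contigs were called in the head at weeks 2 to 5, and 13, 51 and 334 in the tail at weeks 2, 3 and 5, with 2568 in at least 1 week in the head, 369 in the tail and 198 in both. This fit gives every week the same spread, by its construction. DESeq2 called 21, 148 and 806 contigs in the head at weeks 2, 4 and 5 and 6, 77 and 139 in the tail at weeks 2, 3 and 4, and 280 and 87 between weeks 5 and 2.

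With the replicate number as a block, 0 contigs were called in the head at week 4 and 0 at week 5, 17 in the tail at week 3, 1579 and 393 on average over the weeks in head and tail, 0 and 4 between weeks 5 and 2, and 148 between head and tail, and the median of the posterior pole list in the tail was -0.00033. The counts in at least 1 week rose by less than 1.5 times, to 1013 in the head, 2663 in the tail and 621 in both, as did those of week 3 in the head (1013) and weeks 4 and 5 in the tail (99 and 2655).

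With the score of the shared component as a covariate, 74, 102, 727 and 2482 contigs were called in the head and 101, 165, 231 and 154 in the tail at weeks 2 to 5, 2640 and 355 in at least 1 week, 245 in both tissues, 4432 and 2546 on average, 1441 and 78 between weeks 5 and 2, and 1025 between head and tail. The *nr4A*-positive muscle list in the head was past the threshold (median -0.024, camera p = 0.0134, n = 12), the posterior pole list in the tail reversed to -0.0019, and *slit* in the head reversed to 0.10.

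With fry in place of camera, the *nr4A*-positive muscle list in the head (-0.024, p = 9.76e-05, n = 12) and the contractile protein list in the tail (-0.019, p = 0.022) passed the threshold. With a correlation estimated from the data, the anterior pole list in the head (0.078, p = 0.0886, n = 12) and the collagen list in the tail (-0.18, p = 0.0664) no longer did.

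With each replicate left out in turn, the head counts ran from 0 to 64 at week 2, 511 to 1033 at week 3, 0 to 610 at week 4 and 0 to 11190 at week 5, and the tail counts from 0 to 66, 2 to 153, 18 to 183 and 802 to 2012. The highest head counts at weeks 2 and 4 came without *nr4A(RNAi)* replicate 2 and at week 5 without replicate 3, and the highest tail counts at weeks 2 and 4 without *nr4A(RNAi)* replicate 1 and at week 3 without control replicate 1. At week 5 the *nr4A(RNAi)* heads then left were those with the highest scores on the shared component. At least 1 week gave 511 to 11424 contigs in the head and 833 to 2058 in the tail, with 176 to 718 in both. The average over the weeks gave 974 to 9853 in the head (the highest without *nr4A(RNAi)* replicate 3) and 304 to 1974 in the tail (the highest without replicate 1), the difference between weeks 5 and 2 gave 0 to 2235 and 3 to 26, and that between head and tail 84 to 772.

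Over the same fits, the median of the collagen list stayed between -0.45 and -0.41 in the head and between -0.23 and -0.15 in the tail, and past the threshold in all 6. The *nr4A*-positive muscle list in the head ran from -0.033 to -0.016 (past the threshold without *nr4A(RNAi)* replicate 2), the contractile protein list in the tail from -0.047 to 0.014 (past it without control replicate 3), the *nr4A*-positive muscle list in the tail from -0.012 to 0.0027 and the posterior pole list from -0.0089 to 0.016. Genes near 0 reversed in some of these fits: *ndl-5* in the tail at week 4 (-0.072 to 0.10) and on average (-0.077 to 0.033), *follistatin* (-0.032 to 0.00037), *islet1* (-0.052 to 0.021), *fz5/8-4* (-0.090 to 0.044), *ndl-4* (-0.14 to 0.034) and *pitx* (-0.079 to 0.056) in the tail, *foxD* (-0.020 to 0.095) and *slit* (-0.19 to 0.039) in the head, and dd_292 in the tail (-0.052 to 0.59).

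On data simulated at the depth and spread of the real libraries, contigs were drawn independently. There edgeR recovered a change of 1 (log2) in 20.2% of contigs in the head at week 5. In the tail at week 2 it recovered 12.6%. The spread is largest in these comparisons. DESeq2 recovered 58.5% and 56.5%, with 71 and 56 false calls against 1 and 0, so that the share depends on the fit as well. Depth was not varied in the simulation; on the real counts thinned to one depth, 774 of 964 contigs of the head at week 3 and 1362 of 1815 of the tail at week 5 were called again.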

Differences from the paper's values

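The counts made from the deposited comparison and the covariate on the shared component were chosen after the results were seen; the other alternatives were planned. The paper's 56 genes changed in the head in at least 1 time point compare with 964 contigs here, its 41 in the tail with 1823, its 49 lower in the head with 670, its 36 lower in the tail with 1038, and its 16 changed in both tissues with 448. All alternatives set before the data were examined also differ from the paper's values in each of the 5 measures: they gave 511 to 11424 contigs in the head, 369 to 2663 in the tail, 363 to 6139 lower in the head, 229 to 1546 lower in the tail and 176 to 718 in both.

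In the authors' deposited comparison, 787 contigs in the head and 93 in the tail have an adjusted p under 0.05 in at least 1 week, 485 and 73 of them lower, and 34 contigs do in both tissues. An adjusted p under 0.05 at week 5 and at an earlier week gives 56 in the head (49 lower) and 40 in the tail (35 lower); under 0.05 in at least 2 weeks it is 58 (50 lower) and 41 (36 lower), and 16 in both tissues either way. Of the contigs past 0.05 at week 5 and earlier, 55 of 55 distinct contigs in the head and 40 of 40 in the tail were called here in at least 1 week and on average, and 48 and 35 of them were lower here on average.

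The paper states that *ndl-5* is reduced in the head by week 4. Here the log2 fold change at week 4 was -0.71 with an adjusted p of 0.289, and the contig was past the threshold at week 3 (-0.48, adjusted p = 1.21e-06) and on average (-0.69, adjusted p = 3.76e-06). At week 4 it was past the threshold with all 24 libraries in one fit (adjusted p = 0.0172), with DESeq2 (0.0014), without *nr4A(RNAi)* replicate 2 (6.71e-05) and with the shared component as a covariate (3.35e-05), which was chosen after seeing the values. The fit of all 24 libraries did not call it at week 3 (adjusted p = 0.320). The paper states that most changed genes were lower in each tissue. In the head, 1024 of 2558 contigs called on average were lower here, against 670 of 964 called in at least 1 week. Of the 55 past 0.05 at week 5 and earlier in the deposited comparison, 48 were lower. On average in the head, 820 of 1661 called contigs with a loading on the shared component were lower. With that component taken off each library, 2376 of 3608 were lower, so that the majority there depends on the component.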

Other observations

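The tests of the average over the weeks against other splits, of muscle loss and of reads from the double-stranded RNA were planned; the other splits of the lists, weeks and totals, and every test of the shared expression component, were chosen after the results were seen.

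The average over the 4 weeks was tested against 100 splits within weeks: 1 in the head and 1 in the tail, the real one, gave as many contigs, so that a random grouping can be excluded. For the lists, it can be excluded in the head for the collagens (1 of 100 splits with a camera p as small) and the contractile proteins (2 of 100), and not for the *nr4A*-positive muscle list (11 of 100) or the anterior pole list (6 of 100); in the tail it cannot be for the contractile proteins (13), *nr4A*-positive muscle (49) or posterior pole (77 of 100). For the collagens in the tail, 6 of 100 splits had a camera p as small, while the exact permutation test of the median of the list over 160000 relabellings gave -0.21 (p = 0.00186, 0.00372 with Benjamini-Hochberg adjustment over 8 tests), so that a random grouping can be excluded for that median but not for the camera result. For single weeks, 10 of 10 splits gave as many contigs at week 2 in each tissue and 1 of 10 in each other week, and 10 splits are too few to exclude it. Drawn combinations of weekly splits gave as many contigs in at least 1 week in 12 of 100 draws for the head, 1 for the tail and 1 for both; as 1 week carries nearly all of these contigs, these draws decide nothing.

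Less muscle in the *nr4A(RNAi)* fragments would lower the collagen and the contractile protein contigs alike. The change of the collagen list beyond that of the contractile list was -0.26 in the head and -0.16 in the tail by the list medians, and -0.11 and -0.11 by the list means (exact permutation tests, p = 2.5e-05, 0.0028, 0.0151 and 0.0343). In the head the contractile list had a mean log2 fold change of -0.27 against a median of -0.12. This argues against muscle loss as the whole cause, less strongly by the means. Part of the fall may still come from it. The contractile list may not follow muscle alone. Some of its contigs, dd_Smed_v4_1434 (-1.03 in the head) among them, had negative loadings on the shared component. The paper saw no change in muscle fibers or *collagen*-positive cell numbers in head or tail at week 4, and a loss in the head later. Reads from the fed double-stranded RNA cannot be told apart from the transcript on the *nr4A* contig, whose mean log2 fold change of -0.65 in the head was smaller than that of *col21a1* or *qki*, since reads were only counted per contig.

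Within groups, a single component held 81.3% of the variance of 10515 contigs in the head and 73.8% in the tail, and its loadings in the 2 tissues had a correlation of 0.963. The libraries with the highest scores were *nr4A(RNAi)* heads at week 2 (replicate 2, 26.0), week 4 (replicate 2, 36.4) and week 5 (replicates 1 and 2, 64.9 and 44.7), the *nr4A(RNAi)* tail at week 2 (replicate 1, 62.9) and the control tail at week 3 (replicate 1, 28.8). Library depth and a few abundant contigs are argued against: it held 78.8% and 70.5% after thinning to one depth, and 81.9% and 74.2% without the 100 largest contigs. Whether it follows *nr4A* inhibition cannot be told apart from chance, with exact p = 0.1 in the head and 0.852 in the tail. A loss of reads from long transcripts is a candidate explanation: 15 of 15 contigs named for long proteins had a negative loading in each tissue, against 0 of 13 named for short ones, but the names were chosen after the leading contigs had been seen, contig lengths were not available, and this stays open.

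With the score as a covariate, 2231 of the 2558 contigs called on average in the head and 604 of 604 in the tail were called again. In the head, the mean fold changes had a correlation of 0.634 with the loadings and 1191 of 1661 called contigs with a loading (71.7%) had changed in the direction of the component, so that it adds to the fold changes there; in the tail these values were 0.0446 and 235 of 429 (54.8%). With the component taken off each library, 1480 of the 1661 and 427 of the 429 were called again with the same sign, which argues against the component as the whole cause of those calls. The calls rose to 3608 in the head, 2376 of them lower, against 820 lower of the 1661. They rose to 1347 in the tail, 816 of them lower, against 264 lower of the 429.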
